# Biparental contributions of the *H2A*.*B* histone variant control embryonic development in mice

**DOI:** 10.1371/journal.pbio.3001001

**Published:** 2020-12-23

**Authors:** Antoine Molaro, Anna J. Wood, Derek Janssens, Selina M. Kindelay, Michael T. Eickbush, Steven Wu, Priti Singh, Charles H. Muller, Steven Henikoff, Harmit S. Malik

## Abstract

Histone variants expand chromatin functions in eukaryote genomes. *H2A*.*B* genes are testis-expressed short histone H2A variants that arose in placental mammals. Their biological functions remain largely unknown. To investigate their function, we generated a knockout (KO) model that disrupts all 3 *H2A*.*B* genes in mice. We show that *H2A*.*B* KO males have globally altered chromatin structure in postmeiotic germ cells. Yet, they do not show impaired spermatogenesis or testis function. Instead, we find that *H2A*.*B* plays a crucial role postfertilization. Crosses between *H2A*.*B* KO males and females yield embryos with lower viability and reduced size. Using a series of genetic crosses that separate parental and zygotic contributions, we show that the *H2A*.*B* status of both the father and mother, but not of the zygote, affects embryonic viability and growth during gestation. We conclude that *H2A*.*B* is a novel parental-effect gene, establishing a role for short H2A histone variants in mammalian development. We posit that parental antagonism over embryonic growth drove the origin and ongoing diversification of short histone H2A variants in placental mammals.

## Abstract 2

The unusual short histone variant H2A.B is a novel parental-effect gene that plays an important role in early mammalian development. Parental antagonism over embryonic growth resource allocation may have driven the origin and ongoing diversification of short histone H2A variants in placental mammals.

## Introduction

Histone proteins package eukaryotic genomes in nucleosomes, which are the basic unit of chromatin. This packaging function is essential for genome regulation and for the transmission of epigenetic information [1–3]. Nucleosomes are not only typically composed of the core histone proteins H2A, H2B, H3, and H4, but also can include noncanonical histone variants, which have specialized functions during cell division, gene expression, and development [3–5]. Like the genes encoding core histones, most histone variant genes originated in the last common ancestor to all eukaryotes and are highly conserved [6–8].

In contrast to other histone genes, short H2A histone variants are both evolutionarily young and rapidly evolving. They originated on the X chromosome (chrX) of the last common ancestor of placental mammals and diversified into 4 phylogenetically distinct clades: *H2A*.*B*, *H2A*.*L*, *H2A*.*P*, and *H2A*.*Q* [9]. These clades of histone variants are subject to high gene turnover and positive selection [9]. In addition to their unusual evolution, short H2A variants also have atypical biochemical properties. In vitro and ectopic expression studies showed that nucleosomes containing H2A.B are more labile and associate with regions of high nucleosome turnover [10–18]. Despite their unusual evolution and functions, the biological roles of short H2A variants have been mysterious until recently.

Short H2As are predominantly expressed during male spermatogenesis [9,15,19,20]. Recent in vivo studies of H2A.Bs and H2A.Ls have begun to reveal insights into their function. In mice, H2A.Ls accumulate at the exit of meiosis, and some are retained in the sperm, but eventually disappear from the paternal pronucleus following fertilization [15,20–22]. The knockout (KO) of a single mouse-specific *H2A*.*L* gene on chromosome 2 results in male infertility with failure to initiate histone-to-protamine replacement [23]. H2A.B accumulates on the chromatin of meiotic and postmeiotic cells in mice [15,24,25]. A recent study deleted all 3 copies of *H2A*.*B* on mouse chrX using transcription activator-like effector nucleases (TALENs) [26]. Resulting KO males displayed defects in the chromatin organization and splicing of active genes in postmeiotic cells, but only had subtle defects in fertility. Thus, the biological functions of *H2A*.*B* that would explain their long-term retention in most placental mammals remain largely uncharacterized.

To gain further insight into *H2A*.*B* function, we focused on their unusual evolutionary dynamics. We considered the evolutionary hypothesis that *H2A*.*B*’s diversification might be the consequence of an ongoing genetic conflict shaping the reproduction of placental mammals [9]. We considered 2 potential sources of genetic conflicts. Based on the X-linkage of *H2A*.*B* in all placental mammals and its expression during male meiosis, we first hypothesized that *H2A*.*B* might be involved in meiotic drive. Under this scenario, *H2A*.*B* genes might act as selfish genetic elements that promote the transmission of the chrX carrying them. X-versus-Y meiotic drive has been shown to influence sperm quality (e.g., motility) and lead to imbalanced sex ratios in litters [27–32].

Alternatively, we hypothesized that *H2A*.*B* might function postfertilization in parental conflicts akin to genomic imprinting [33,34]. Such conflicts arise from asymmetric maternal and paternal resource allocation to the progeny and lead to parental antagonism over genes that regulate these processes [33,34]. Such conflicts are particularly important in placental mammals where gestation occurs entirely in utero [35]. Consequently, imprinting defects result in reduced embryo fitness and poor implantation outcomes but not necessarily impaired fertility [33–37].

To test these alternate evolutionary hypotheses, we investigated the reproductive outcomes of *H2A*.*B* triple KO (*ΔH2A*.*B)* mice generated using a CRISPR/Cas9-mediated genome-editing strategy. Using chromatin profiling in spermatids, we showed that the loss of H2A.B results in altered chromatin structure consistent with genome-wide nucleosome unwrapping. Yet, these changes did not alter spermatogenesis or affect sex bias of progeny. Instead, we found that the frequency of inviable conceptuses is increased in crosses between *ΔH2A*.*B* males and *ΔH2A*.*B* females. Moreover, surviving embryos from crosses between *ΔH2A*.*B* parents have reduced fetal and placental weights compared with wild-type (WT) crosses. Using genetic crosses that separate parental contributions from zygotic genotypes, we show that both paternal and maternal contributions of *H2A*.*B* affect this phenotype. We further show that female embryonic germ cells also express *H2A*.*B* at the onset of meiosis I. We conclude that *H2A*.*B* acts as a parental-effect gene that controls postimplantation embryo development. Thus, *H2A*.*B* is the first reported biparental-effect histone variant gene in mammals. Our work supports the hypothesis that parental antagonism drives the rapid diversification of this histone variant in placental mammals [38–40].

## Results

### Generation of *ΔH2A*.*B* mice via CRISPR/Cas9 editing

The mouse chrX encodes 3 intact *H2A*.*B* genes (S1 Fig) and 1 pseudogene, which shares approximately 86% to 89% identity with other *H2A*.*B* genes but contains multiple frameshift mutations that disrupt its reading frame [9]. 

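Aligned to each other over their 348 bp in the GRCm38 assembly, H2afb1 and H2afb3 are identical at 98.3% of positions, H2afb1 and H2afb2 at 93.1%, and H2afb2 and H2afb3 at 92.5%. Reads that fall where these copies are identical could not be assigned to a single gene, so fragment counts on any of the 3 genes are uncertain.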

Two of the intact *H2A*.*B* genes (*H2afb1* and *H2afb2*) are located in a “head-to-tail” arrangement in a large intergenic region, whereas the third (*H2afb3*) is located in the reverse orientation, approximately 4-Mb downstream, within an approximately 73-kb intron in the 5′ UTR of *Pcdh11x* (UCSC genome browser [41]).

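In the GENCODE annotation of GRCm38, each of the 3 genes is a single exon. H2afb2 lies on chromosome X from 116681178 to 116681525 and H2afb1 from 117014757 to 117015104, both on the + strand, and H2afb3 lies from 120312748 to 120313095 on the - strand. Pcdh11x spans 120290259 to 120910619 on the + strand. H2afb3 starts 20276 bp after a Pcdh11x exon that ends at 120292471, and it ends 50917 bp before the next exon, which starts at 120364013.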

Given that all 3 *H2A*.*B* genes encode highly similar proteins (>80% identical) and therefore might function redundantly [9], we aimed to disrupt all 3 genes to generate a triple KO mouse strain. For this, we performed CRISPR/Cas9 editing by pronuclear injection into *B6;SJLF1/J* zygotes (S1 Fig). We targeted guide RNAs (gRNAs) to 2 sites found to be 82 bp apart in highly homologous regions of all 3 *H2A*.*B* genes (S1 and S2 Figs). These experiments yielded 6 founders with germline transmission, with genomic alterations in 1, 2, or all 3 *H2A*.*B* genes. We identified the molecular lesions by Sanger sequencing and focused on 1 strain that had mutations in all 3 *H2A*.*B* genes. 

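Both guide RNAs have a site in each of the 3 H2A.B genes of GRCm38. The guide GCCTGGTGGAACAGCATCTG matches H2afb1, H2afb2, and H2afb3 without a mismatch, each time beside the PAM AGG. The guide CGCAAGCTCCAGCAACCTGC matches H2afb1 and H2afb2 in full and H2afb3 with 1 mismatch, C1G, counted from the guide's 5′ end. Cleavage 3 bp from each PAM would fall after base 117014867 and base 117014949 of chromosome X in H2afb1, after 116681288 and 116681370 in H2afb2, and after 120312902 and 120312984 in H2afb3. Both cuts lie 82 bp apart in every gene, and 82 leaves a remainder of 1 when divided by 3, which shifts the reading frame.
The sorted spermatids that were later profiled by AutoCUT&RUN give a check on the genotypes. Over the 8 KO libraries, 0 fragments with distinct coordinates had an end between the cuts of H2afb1, 0 had one in H2afb2, and 1 had one in H2afb3. Over the 8 WT libraries the numbers were 1 in H2afb1, 4 in H2afb2, and 3 in H2afb3, all from replicate 2. The WT libraries of replicate 1 had 0 such fragments in any of the 3 genes, with 13 to 17 fragments within 1 kb of each gene, so at this depth the check does not separate them from the KO libraries. A KO allele that kept bases between the cuts can still give such fragments, and the paper's methods genotype the mutant H2afb3 by a primer placed on a deletion of its own, and H2afb1 has 1 such fragment in WT, so only H2afb2 carries information here, from 1 WT animal.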

Two genes had the targeted 82-bp deletion that led to loss of nearly two-third of the protein-coding open reading frame (ORF), whereas the third gene had 2 small (15 bp and 5 bp) deletions that created a 5 aa deletion and a frameshift mutation leading to loss of nearly half the ORF (S1 and S2 Figs). We refer to this triple KO strain as the *ΔH2A*.*B* or KO line.

In order to ensure relatively isogenic genetic backgrounds, we backcrossed heterozygous (HET) *ΔH2A*.*B*/+ females to “pure” *C57BL/6J* males for between 5 and 8 generations. SNP genotyping showed that this backcrossing strategy yielded *ΔH2A*.*B* animals that were over 92% pure *BL/6J* at backcross 7 (S3 Fig). In the course of these backcrosses, we generated hemizygous *ΔH2A*.*B/Y* (KO) and WT (*+/Y*) male siblings as well as homozygous (*ΔH2A*.*B*/*ΔH2A*.*B*, KO) and HET (*ΔH2A*.*B*/+) female siblings. The close genomic proximity of 3 *H2A*.*B* genes lowers the likelihood of a meiotic recombination event between these genes. However, to rule out the possibility that a rare recombination event in HET females could separate the KO alleles, we constantly monitored the inheritance of all 3 KO alleles through all subsequent experiments via genotyping (S1 Fig).

### *H2A*.*B* affects chromatin structure in postmeiotic male germ cells

*H2A*.*B* has been reported to be primarily expressed during male meiosis [9,15,24,42]. We, therefore, investigated whether the loss of *H2A*.*B* resulted in changes in chromatin structure in male germ cells. We isolated live haploid spermatids from KO and WT adult testes using Hoechst staining and propidium iodide cell sorting [43]. We then used automated Cleavage Under Target & Release Under Nuclease (AutoCUT&RUN), an antibody-targeted nuclease cleavage method, for high-resolution chromatin profiling (Fig 1, S4 Fig) [44]. 

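The experiment used 2 sibling pairs of 2-month-old males, each with 1 KO and 1 WT animal, and replicates 1 and 2 are read here as these pairs. In AutoCUT&RUN, an antibody tethers MNase to its target, and the DNA fragments that the enzyme releases are sequenced from both ends. Antibodies against H3K4me3, H3K27me3, and H3K9me3 and an IgG control gave 16 libraries. The authors aligned the read pairs to mm10 and deposited the chromosome, start, end, and length of every mapped fragment, between 23 and 700 bp, without any scaling and without pooling replicates.
The lists hold from 559891 fragments (H3K27me3, WT replicate 2) to 10335237 (H3K9me3, WT replicate 1). They still contain fragments with identical coordinates, from 33.6% of a list (H3K9me3, KO replicate 1) to 83.4% (H3K4me3, WT replicate 1). Because the methods state that PCR duplicates were removed, each combination of chromosome, start, and end was counted once per library. For H3K4me3 this left 1350207 and 3397965 distinct fragments in KO replicates 1 and 2, and 785624 and 2183959 in WT replicates 1 and 2. In the same order, it left 3806499, 711997, 2891949, and 200612 for H3K27me3, 6746583, 5242039, 6149119, and 5009446 for H3K9me3, and 271751, 199720, 162986, and 160383 for IgG. The KO library had more distinct fragments than its WT sibling in 8 of 8 comparisons. Values are for the 19 autosomes and chromosomes X and Y. With n = 2 libraries per genotype and target, an exact two-sided permutation test cannot give a p below 0.333, so differences are set against the spread between replicates and, for the main results, given for both sibling pairs.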

To assess the overall status of chromatin genome-wide, we profiled 3 histone modifications in distinct chromatin compartments: H3K4me3 (typically associated with active promoter regions), H3K9me (enriched at sites of constitutive heterochromatin), and H3K27me3 (marks Polycomb-repressed domains). 

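Distinct fragments were counted in 10-kb bins of the genome and scaled to the library total, and the mean log2 values of the KO and the WT libraries were compared across bins, which are not independent replicates. R2 was 0.609 for H3K4me3, 0.401 for H3K27me3, and 0.867 for H3K9me3. Between single libraries, the siblings of pairs 1 and 2 gave 0.412 and 0.488 for H3K4me3, 0.562 and 0.0895 for H3K27me3, and 0.804 and 0.713 for H3K9me3, and the 2 KO libraries gave 0.408, 0.204, and 0.705. Among the settings that kept both replicates, the scale moved the R2 of the means most, and on the linear scale it was 0.971, 0.784, and 0.9995. The low H3K27me3 value of pair 2 involves the smallest mark library.
Peaks were called with a re-implementation of SEACR's stringent rule against IgG, on replicates pooled by genotype. Over the peaks of both genotypes, R2 between the KO and WT means was 0.868 for H3K4me3 (7201 peaks), 0.827 for H3K27me3 (4988 peaks), and 0.90 for H3K9me3 (27602 peaks). Limma-voom called 0 H3K4me3 peaks with a different coverage at an adjusted p under 0.05, with 44 peaks at an unadjusted p under 0.05 and 0 called by limma-trend. For H3K9me3 it called 0 peaks, with 327 at an unadjusted p under 0.05 and 0 by limma-trend. For H3K27me3 it called 1 peak, on chromosome 4 from 10136904 to 10138214, which was chosen for naming after its value was seen. Its log2 change was -2.21 (standard error 0.39, adjusted p = 7.63e-05 from limma-voom), but the siblings of pair 1 differed by -2.60 and those of pair 2 by 1.74, and limma-trend called 0 H3K27me3 peaks, with 1 at an unadjusted p under 0.05. The H3K27me3 count depended on single libraries, with 3236 peaks called without KO replicate 1, 2369 without KO replicate 2, 3 without WT replicate 1, and 12 without WT replicate 2. For H3K9me3 it was 8 without KO replicate 1, 2 without KO replicate 2, and 1 without WT replicate 2. With the sibling pair as a block, limma-voom called 6 H3K4me3 peaks, all lower in KO, 71 H3K9me3 peaks, of which 41 were higher and 30 lower, and 0 H3K27me3 peaks, with 11 at an unadjusted p under 0.05.
In counts simulated from these libraries with no added spread between replicates, the test found 200 of 200 H3K4me3 peaks, 200 of 200 H3K27me3 peaks, and 198 of 200 H3K9me3 peaks that had been changed by 2 on the log2 scale. With a coefficient of variation of 0.3 between replicates it found 158, 161, and 97, beside 19, 21, and 4 peaks that had not been changed.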

For each of these histone marks, fragment coverage between WT and KO samples was almost identical throughout the genome or in all called peaks (see Materials and methods) with no significant differences in fragment distribution between autosomes and X or Y chromosomes (S4 Fig). These results suggest that *H2A*.*B* loss does not alter the global distribution of these chromatin domains in postmeiotic germ cells.

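Chromosome X held 3.18% ± 0.592 of H3K4me3 fragments in KO and 3.91% ± 1.04 in WT (SD, n = 2), a difference of -0.737 percentage points that was below the spread between replicates and had the same direction in both pairs (-1.05 and -0.419). For H3K27me3 the shares were 1.41% ± 1.18 in KO and 1.05% ± 0.477 in WT, and the pairs differed in direction (-0.131 and 0.856 points). Among H3K9me3 fragments, the share was 21.5% ± 1.29 in KO and 19.4% ± 0.516 in WT, a difference of 2.11 points (3.39 in pair 1 and 0.834 in pair 2, exact permutation test, p = 0.333) that exceeded the spread between replicates. Counting every deposited fragment, duplicates included, moved this value most, to -1.33 points (0.0526 in pair 1 and -2.71 in pair 2). The IgG libraries gave 5.26% ± 0.0236 in KO and 5.10% ± 0.288 in WT.
On chromosome Y, KO libraries held a smaller share than their WT siblings in both pairs of H3K4me3 (3.02% ± 1.27 against 4.09% ± 1.33, with -1.11 and -1.03 points in pairs 1 and 2), H3K9me3 (17.2% ± 2.25 against 18.7% ± 1.54, with -0.968 and -1.98), and IgG (6.95% ± 0.700 against 7.63% ± 0.502, with -0.540 and -0.819). H3K27me3 had 0.894% ± 0.875 in KO and 0.501% ± 0.322 in WT (0.00261 and 0.785 points in the pairs), a difference that became -0.0575 points when the libraries were thinned to equal numbers of deposited fragments, an alternative chosen after seeing the data. Apart from IgG, the differences on chromosome Y were smaller than the spread between replicates. With every deposited fragment counted, KO minus WT kept its sign but was smaller, at -0.0809 points for H3K4me3, -0.333 for H3K9me3, and -0.265 for IgG.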

**Fig 1:**
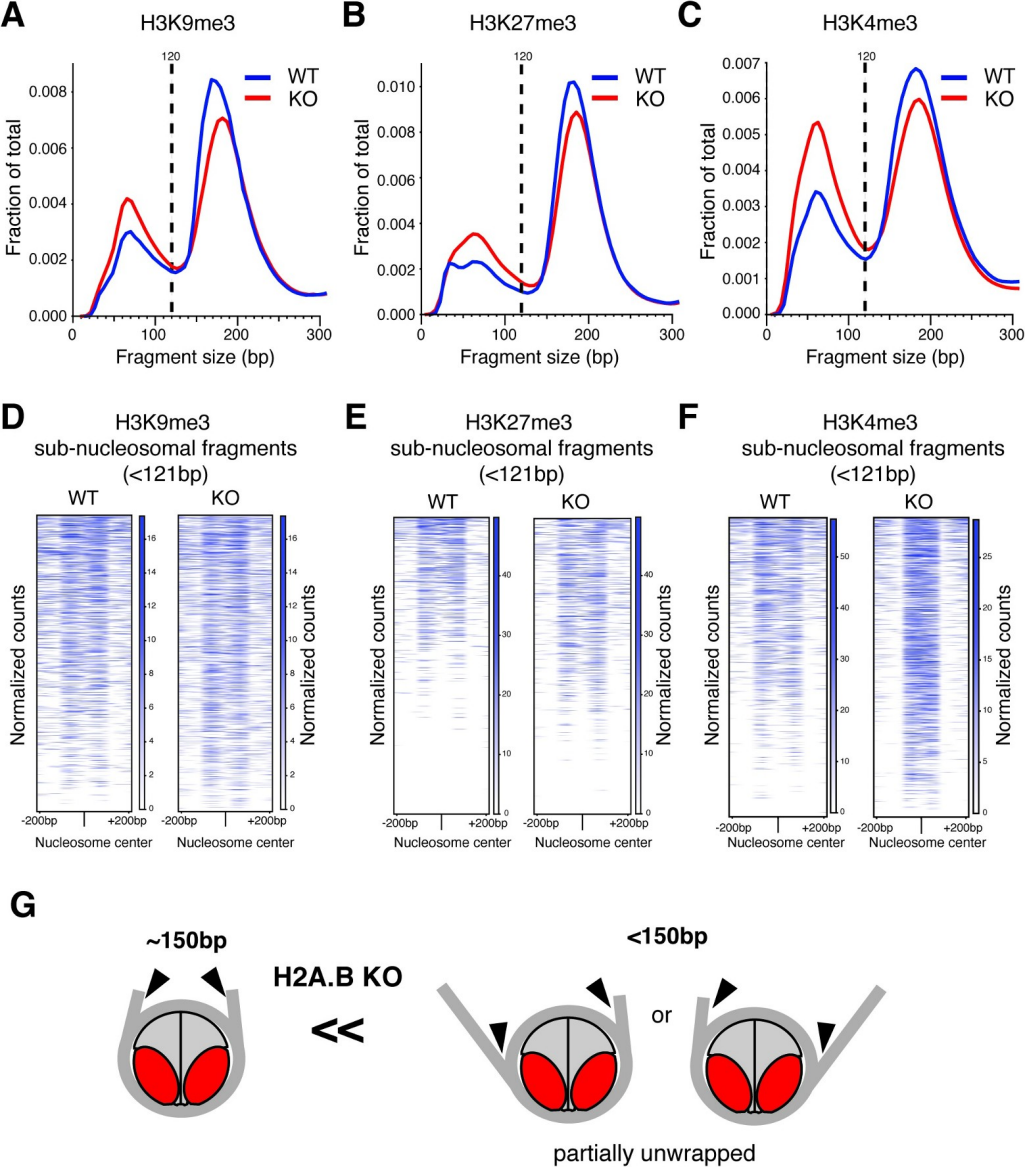
Chromatin landscapes of haploid male germ cells. Size distribution of fragment released by AutoCUT&RUN in spermatid cells from WT (blue) and *H2A*.*B* triple KO (red) mice using antibodies for H3K9me3 (A), H3K27me3 (B), and H3K4me3 (C) histone modifications. To allow comparison between conditions, we down-sampled mapped fragments to be identical between WT and KO samples (see S1 Table and S1 Data). Fragment sizes corresponding to sub-nucleosomal fragments are to the left of the 120-bp mark (dashed line). (D, E, F) Heatmap of normalized counts (blue scale) of short fragments (<121 bp) over the top 2,000 low fuzziness nucleosomes in each sample. Regions are centered on nucleosomes profiled with H3K9me3 (D), H3K27me3 (E), and H3K4me3 (F). (G) Schematic of partial nucleosome unwrapping leading to the formation of long or short fragments by AutoCUT&RUN (arrowheads indicate MNase cleavage). Based on these findings, we conclude that *H2A*.*B* KO samples have a larger fraction of partially unwrapped nucleosomes. KO, knockout; WT, wild-type.

CUT&RUN relies on processive cleavage by tethered micrococcal nuclease (MNase), which releases DNA fragments that can be sequenced to provide detailed footprints of the antibody-targeted proteins [45–47]. For histone modifications like H3K4me3, H3K9me3, or H3K27me3, CUT&RUN recovers both nucleosome-sized DNA fragments (≥150 bp) as well as sub-nucleosomal DNA fragments (≤120 bp) (S5 Fig). These sub-nucleosomal fragments correspond to either partially unwrapped nucleosomes or neighboring DNA bound by proteins such as transcription factors [46,48,49]. Surprisingly, we found that CUT&RUN analyses on *H2A*.*B* KO spermatids released relatively fewer mono-nucleosome–sized fragments and more sub-nucleosomal fragments than WT across all 3 chromatin domains (Fig 1A–1C). 

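Small fragments (under 121 bp) made up 33.3% and 35.9% of the fragments in the H3K4me3 libraries of KO replicates 1 and 2, and 22.4% and 22.7% in those of WT replicates 1 and 2. In the same order, they made up 16.1%, 34.4%, 10.7%, and 24.9% in the H3K27me3 libraries and 18.7%, 31.7%, 13.3%, and 24.7% in the H3K9me3 libraries. Counting error is small at this depth. In the smallest of these libraries, H3K27me3 of WT replicate 2, small fragments were 26.1% of small and large (over 149 bp) fragments together, with a 95% Wilson interval from 25.9% to 26.3%, which covers counting error only. The number of small fragments per large fragment was 0.585 ± 0.0733 in KO and 0.316 ± 0.0118 in WT for H3K4me3 (SD, n = 2 libraries), 0.387 ± 0.270 and 0.238 ± 0.163 for H3K27me3, and 0.382 ± 0.196 and 0.262 ± 0.140 for H3K9me3. In the IgG libraries of the same animals it was 1.41 ± 0.145 in KO and 1.01 ± 0.102 in WT. KO was higher than its WT sibling in 6 of 6 comparisons for the histone marks and in 2 of 2 for IgG, and replicate 1 was lower than replicate 2 in 6 of 6 comparisons within a mark and genotype.

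**Figure D1:**
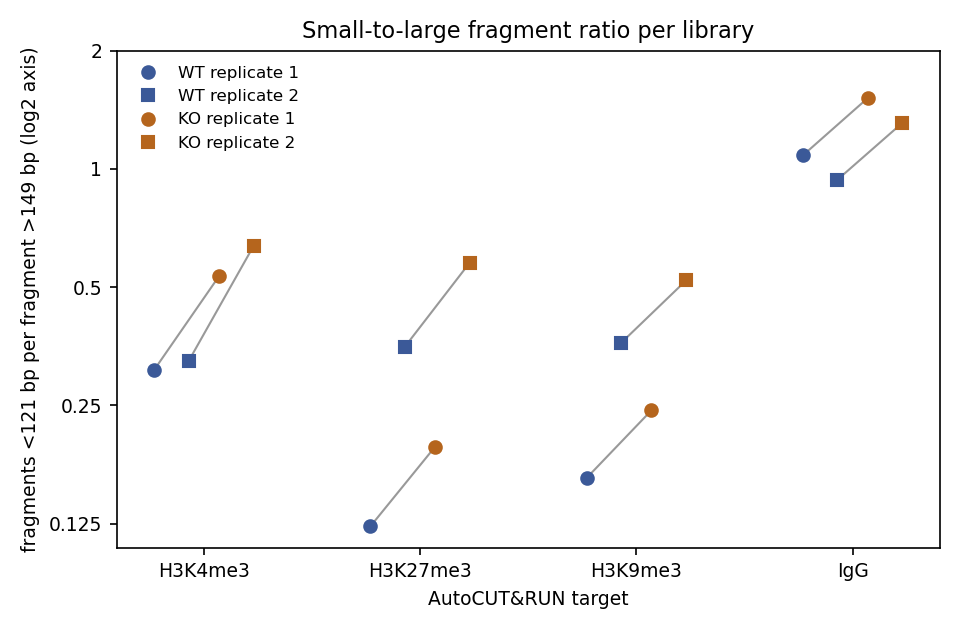
Number of fragments under 121 bp per fragment over 149 bp (log2 axis) in each AutoCUT&RUN library, by target. Each point is 1 library, and gray lines join the KO and WT siblings of a pair. The line rises from WT to KO for every pair of every target, and for H3K27me3 and H3K9me3 the pairs lie further apart than the genotypes.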

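On the log2 scale, the ratio of small to large H3K4me3 fragments was 0.88 higher in KO than in WT (0.79 in pair 1 and 0.97 in pair 2), more than the SD between replicates of 0.13 (exact permutation test, p = 0.333). The difference was 0.69 for H3K27me3 (0.68 and 0.71) and 0.55 for H3K9me3 (0.57 and 0.53). Within each of these 2 marks, it was below the SD between replicates of 1.09 and 0.79 (exact permutation test, p = 0.667 for each), while the differences within pairs were alike. Every deposited fragment counted moved the H3K4me3 and H3K27me3 values most, to 1.10 and 0.92, and taking fragments in peaks moved the H3K9me3 value most, to 0.67. The difference stayed above 0 for the 3 marks in 33 of 33 alternative settings, between 0.46 and 1.10. These settings are not independent, since the sibling block leaves the mean difference unchanged and leaving out a replicate gives the difference of 1 pair. IgG fragments differed by 0.48 in each pair (exact permutation test, p = 0.333). After the IgG difference of the same pair was taken off, 0.40 ± 0.13 (SD of the 2 pairs) remained for H3K4me3, 0.21 ± 0.028 for H3K27me3, and 0.067 ± 0.029 for H3K9me3. This excess did not hold for every mark in every setting. With every deposited fragment counted, IgG differed by 1.18 in pair 1 and 0.51 in pair 2, and H3K9me3 by 0.57 and 0.40.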

In all 3 cases, the relative proportions of sub-nucleosomal to mono-nucleosome fragments were statistically higher in *H2A*.*B* KO spermatids (S1 Table). This indicates that H2A.B either affects nucleosome wrapping or accessibility in most chromatin compartments.

To distinguish between these possibilities, we analyzed the distribution of small fragments over well-positioned nucleosomes (also referred to as “low fuzziness” nucleosomes; see Materials and methods). We found that sub-nucleosomal fragments mapped to either the 5′ or 3′ edges extending toward the center of nucleosomes in both WT and KO samples (Fig 1D–1F, S6 Fig). This distribution is consistent with sub-nucleosomal fragments arising via nucleosome unwrapping, which allows MNase digestion internal to the nucleosome-protected DNA [48] (Fig 1G). 

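Nucleosomes were called in KO and in WT from the midpoints of fragments of 140 to 200 bp, with the DANPOS2 step replaced by maxima of the smoothed midpoint density, and up to 2000 of the lowest fuzziness were kept per genotype. For H3K4me3, 1945 nucleosomes in KO and 1191 in WT met the minimum of 10 midpoints, and all were used. Their median fuzziness was 33.6 bp in KO and 32.4 bp in WT, against 20.1 to 25.3 bp in the sets of the other marks. The H3K4me3 nucleosomes were thus not selected for low fuzziness, unlike the top 2000 of the paper. Coverage by small fragments was compared between the central region, within 20 bp of the center, and the edges, 50 to 70 bp from it. The log2 ratio of center to edge was below 0 in 12 of 12 libraries, from -0.63 (H3K27me3, KO replicate 1) to -0.16 (H3K4me3, KO replicate 2). Coverage by small fragments was highest between 70 and 76 bp from the center in every library. Between 77.2% and 84.2% of the small fragments with a midpoint within 73 bp of a center had it more than 20 bp away, where midpoints spread evenly would give 72.1%.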

Sub-nucleosomal fragments released by H3K9me3 and H3K27me3 nucleosomes were similarly distributed between WT and KO. In contrast, sub-nucleosomal fragments released by H3K4me3 nucleosomes mapped further toward the center of the nucleosome in KO spermatids (Fig 1F). These sub-nucleosomal H3K4me3 fragments were strongly enriched over transcriptional start sites (S6D Fig). 

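Over H3K9me3 nucleosomes, the center-to-edge ratio was -0.39 ± 0.040 in KO and -0.41 ± 0.023 in WT (log2, SD, n = 2), and over H3K27me3 nucleosomes it was -0.59 ± 0.051 in KO and -0.55 ± 0.039 in WT. KO minus WT was 0.013 for H3K9me3 (0.0014 in pair 1 and 0.025 in pair 2) and -0.037 for H3K27me3 (-0.10 and 0.026), in both cases less than the spread between replicates (exact permutation test, p = 0.667 for each). The depth behind these values was unequal, with 1006 small fragments over nucleosomes in the H3K27me3 library of WT replicate 2 and 79055 in the H3K9me3 library of KO replicate 2. Every deposited fragment counted moved the H3K9me3 difference to 0.27 (0.27 and 0.28), beyond the spread between replicates, and calling nucleosomes on all 4 libraries moved the H3K27me3 difference to -0.26.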

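For H3K4me3, over all called nucleosomes without selection by fuzziness, the ratio was -0.21 ± 0.072 in KO and -0.27 ± 0.071 in WT (log2, SD, n = 2). The difference of 0.055 was toward the center in both pairs (0.054 and 0.055) but smaller than the spread between replicates (exact permutation test, p = 0.667). The share of small-fragment midpoints within 20 bp of the center was 21.5% and 22.8% in KO replicates 1 and 2 and 18.6% and 20.7% in WT replicates 1 and 2. Counting midpoints in place of coverage moved the difference most, to 0.23 (0.24 and 0.21), beyond the spread between replicates of 0.16. Of the KO nucleosomes, 631 lay within 73 bp of one in the WT set.

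**Figure D2:**
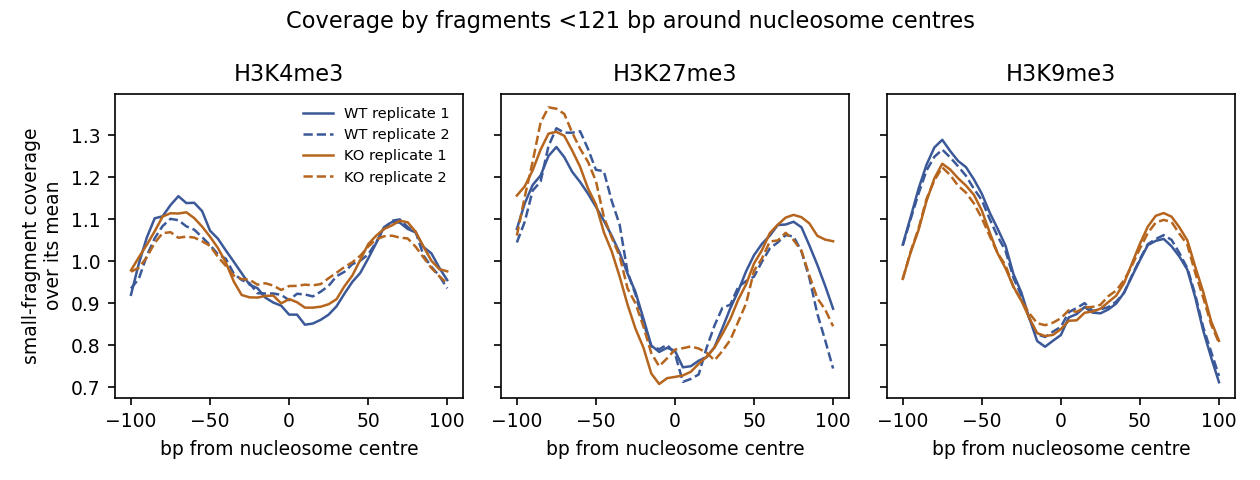
Coverage by fragments under 121 bp, divided by its mean over 100 bp on either side, against the distance in bp from nucleosome centers. Nucleosomes were called in the same genotype. Those of lowest fuzziness were used, except for H3K4me3, where all were used. Lines are single libraries. Coverage dips at the center in every library, and for H3K4me3 the dip is shallowest in KO replicate 2.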

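Around 12903 distinct start sites of + strand genes of the GRCm38 annotation, small H3K4me3 fragments within 200 bp of the site had a log2 enrichment of 1.56 ± 0.27 in KO and 1.48 ± 0.43 in WT (SD, n = 2) over positions 1500 to 2000 bp away. Large H3K4me3 fragments in single libraries had values from 0.74 to 0.94. Small H3K27me3 fragments reached 0.63 ± 0.25 in KO and 0.57 ± 0.27 in WT, and small IgG fragments 0.73 ± 0.34 and 0.74 ± 0.49, while H3K9me3 gave -0.15 ± 0.064 and -0.11 ± 0.24. KO and WT differed by 0.077 for H3K4me3, less than the spread between replicates and with the opposite sign in pair 1 (-0.039).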

We attribute these differences to the unique positioning and high rate of turnover of H3K4me3 nucleosomes at promoters making them already highly prone to unwrapping during transcription [5]. Our findings support prior observations that regions of high nucleosome turnover appear to be especially sensitive to *H2A*.*B* loss [10,18,24–26].

Next, we examined whether the changes we observed in the ratio of sub-nucleosomal- to nucleosome-sized fragments occurred at specific sites in the genome or instead reflect global changes in the chromatin structure of *H2A*.*B* KO spermatids. First, we compared the fraction of reads in peaks between differently sized fragments (fraction of reads in peak [FRiPs]) (S2 and S3 Tables). 

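The share of small H3K4me3 fragments in peaks was 36.2% ± 4.50 in KO and 34.1% ± 1.79 in WT (SD, n = 2), against 37.0% ± 1.75 and 34.3% ± 1.36 of the large fragments. For H3K9me3, peaks held 44.3% ± 4.91 of small and 44.8% ± 8.98 of large fragments in KO, and 43.3% ± 1.79 and 47.5% ± 5.57 in WT. For H3K27me3, they held 31.6% ± 13.3 of small and 46.0% ± 5.20 of large fragments in KO, and 28.7% ± 11.5 and 46.0% ± 1.36 in WT. The share of small divided by that of large H3K27me3 fragments was 0.824 and 0.524 in KO replicates 1 and 2, and 0.817 and 0.438 in WT replicates 1 and 2. For the other 2 marks, this quotient had a mean between 0.917 and 0.997 in either genotype. Among the settings that kept both replicates, counting every deposited fragment moved it most, from 0.917 to 0.843 for H3K9me3 in WT.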

We found that both sub-nucleosomal and nucleosome fragments had similar FRIPs (S2 Table), indicating that these occurred in similar genomic regions. Next, we computed the ratios of small (<121 bp) versus large (>149 bp) fragments in peaks. If the loss of *H2A*.*B* produced more sub-nucleosomal fragments in specific peaks, we would expect these changes to be consistently present across *H2A*.*B* KO replicates. 

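In each peak with at least 10 small and 10 large fragments over the 4 libraries, the log2 ratio of small to large fragments was compared between KO and WT, with 0.5 added to each count. The median over peaks was 0.68 in pair 1 and 0.95 in pair 2 for H3K4me3 (7176 peaks), 0.67 and 0.74 for H3K27me3 (4987 peaks), and 0.65 and 0.64 for H3K9me3 (27379 peaks). The ratio was higher in KO in both pairs at 79.7% of H3K4me3 peaks, 66.9% of H3K27me3 peaks, and 63.5% of H3K9me3 peaks, against 79.6%, 66.8%, and 62.6% if the pairs were independent. Across peaks, R2 between the pairs was 0.000281 (95% interval from 0 to 0.00159), 0.000649 (0 to 0.00283), and 0.000458 (9.12e-05 to 0.00110). Requiring 10 small and 10 large fragments in every library moved it most, to 0.00412 over 2272 H3K4me3 peaks, 0.00285 over 125 H3K27me3 peaks, and 0.00608 over 5467 H3K9me3 peaks (95% interval from 0.00266 to 0.0109). Peaks are not independent replicates.
Counts simulated at the depth of these libraries with no difference between loci gave an SD of the H3K4me3 values of 0.85 in pair 1 and 0.54 in pair 2, where 0.88 and 0.53 were observed. With a locus-specific change of SD 0.5 (log2) shared by the pairs, simulated counts gave an R2 of 0.139 for H3K4me3, 0.0432 for H3K27me3, and 0.0495 for H3K9me3. In the quartile of peaks with the most fragments, R2 was 0.00307 for H3K4me3, 7.29e-05 for H3K27me3, and 0.000536 for H3K9me3. Simulated counts gave 0.310, 0.136, and 0.265 with the change of SD 0.5, and 0.000566, 4.31e-05, and 0.000320 without a change.

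**Figure D3:**
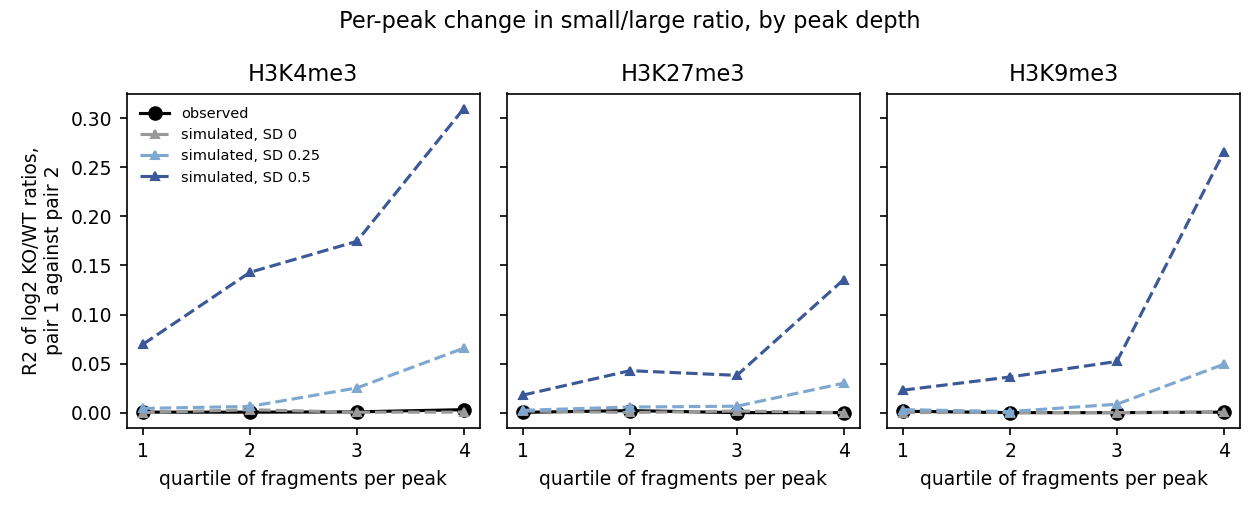
R2 of the per-peak log2 KO/WT change in small/large ratio between pair 1 and pair 2, by quartile of fragments per peak. Black points are observed, and triangles are counts simulated with locus-specific changes of SD 0, 0.25, or 0.5 (log2). Observed values stay near 0 in every quartile, where the values simulated with SD 0.5 rise to 0.310, 0.136, and 0.265.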

Contrary to this expectation, while all *H2A*.*B* KO samples produced more sub-nucleosomal fragments than the WT samples, analysis of the peaks showed that KO:WT enrichments were not the same across replicates (S6E Fig). 

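With each library centered on its own median, limma found peaks whose ratio of small to large fragments moved apart from the genome-wide change. At an adjusted p under 0.05 there were 1 of 7176 H3K4me3 peaks, 3 of 4987 H3K27me3 peaks, and 6 of 27379 H3K9me3 peaks, all lower in KO than the change at other peaks. Without centering, 2400 H3K4me3 peaks passed, all higher in KO. The H3K4me3 peak lies on chromosome 6 from 114162146 to 114168739 and overlaps an exon of Slc6a11 (log2 change -1.36, standard error 0.30, adjusted p = 0.0400 from limma). For H3K27me3, the smallest adjusted p, 1.86e-09 from limma, was on chromosome 4 from 118541368 to 118548780 over Tmem125 (log2 change -1.10, standard error 0.15). The pairs differed there by only -0.84 and -0.59. The fit weights libraries by their counts without regard to pairs, and WT replicates 1 and 2 had 2906 and 302 small and large fragments, so the fitted change includes a part of the difference between replicates. With the sibling pair as a block it was -0.80 and still called. The others were within Ndst3 (chromosome 3, 123675640 to 123681527, -0.99) and Rbm20 (chromosome 19, 53773296 to 53778120, -1.24, with -1.18 and -0.49 in the pairs), and the block lost the call at Rbm20 (-1.10, adjusted p = 0.0946 from limma). The 3 strongest H3K9me3 peaks were on chromosome 12 from 67059153 to 67059940 within Mdga2 (-0.68), on chromosome 13 from 74528078 to 74531518, 2008 bp from the pseudogene Gm5626 (-0.77), and on chromosome 4 from 64497516 to 64498169, 52658 bp from Gm23950 (-0.67). All of these 7 peaks were lower in both pairs. The calls changed when 1 library was left out. Those fits ignored the pairs, so the difference between replicates entered the change. At the peak near Mdga2 the pairs themselves differed by -0.69 and -0.67, and at that near Gm5626 by -0.76 and -0.76. Without KO replicate 2, limma called 0 peaks for any mark, with 275 H3K4me3, 370 H3K27me3, and 1122 H3K9me3 peaks at an unadjusted p under 0.05. Without WT replicate 1 it also called 0, with 202, 112, and 1034, and the changes at the peaks near Mdga2 and Gm5626 became 0.054 and 0.021. The H3K9me3 count rose to 19 without KO replicate 1 and to 12 without WT replicate 2, and the H3K4me3 count to 2 without WT replicate 2. Without weights on the counts, limma called 0 peaks, with 268, 103, and 1253 at an unadjusted p under 0.05.
Among simulated peaks changed by 2 on the log2 scale with no added spread between replicates, the test found 160 of 197 for H3K4me3, 166 of 197 for H3K27me3, and 50 of 192 for H3K9me3, with 10, 6, and 1 calls among the peaks left unchanged. With an added spread between libraries of SD 0.3 (log2) in this ratio it found 135 of 198, 151 of 198, and 26 of 192, with 20, 52, and 0 such calls.
The paper reasons that changes in specific peaks would be present across KO replicates, and states that the enrichments of KO over WT in single peaks differed between replicates while all KO samples had more sub-nucleosomal fragments. From this it concludes that the loss of H2A.B unwraps nucleosomes across the genome and not at particular loci.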

Consistent with previous reports of H2A.B being broadly distributed in the nucleus [24,25], we conclude that *H2A*.*B* loss leads to widespread genome-wide nucleosome unwrapping rather than at specific loci.

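The modal length between 121 and 250 bp, after a running mean over 11 bp, was 179 ± 2.83 bp in KO and 171.5 ± 0.707 bp in WT for H3K9me3 (SD, n = 2). KO was longer by 9 bp in pair 1 and by 6 bp in pair 2, more than the spread between replicates (exact permutation test, p = 0.333). For H3K4me3 it was 181 ± 8.49 bp in KO and 178 ± 12.7 bp in WT, with 0 bp between the siblings of pair 1 and 6 bp in pair 2. For H3K27me3 it was 182 ± 5.66 bp and 180.0 ± 2.83 bp, with 4 bp in pair 1 and 0 bp in pair 2. Neither of these differences exceeded the spread between replicates. Taking the median length of fragments of 140 to 220 bp in place of the mode moved the H3K9me3 difference from 7.5 to 3.5 bp, and pooling equal numbers of fragments from both replicates moved it to 10.0 bp.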

Finally, we noted that mono-nucleosome–sized fragments released by CUT&RUN were larger in the KO than in the WT (Fig 1A–1C). Thus, mono-nucleosomes with smaller footprints than “canonical” size are absent in *H2A*.*B*-KO animals. 

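Fragments of 121 to 149 bp were present in KO libraries of every mark. In H3K4me3 they were 4.28% and 7.69% of fragments in KO replicates 1 and 2, and 4.86% and 7.32% in WT replicates 1 and 2. In H3K27me3 the shares were 1.66% and 6.00% in KO and 2.31% and 4.47% in WT, and in H3K9me3 4.13% and 7.41% in KO and 5.00% and 7.03% in WT. KO was thus below its WT sibling in pair 1 and above it in pair 2 for all 3 marks, and the replicates differed by more than the genotypes. The mean difference for H3K27me3 was 0.442 percentage points and became -0.196 for fragments in peaks, while leaving out replicate 1 or 2 gave 1.53 or -0.648, and these settings were chosen after seeing the data. Fragments of 150 to 160 bp, also chosen after seeing the data, were 6.18% and 7.02% of the fragments over 149 bp in KO replicates 1 and 2 of H3K9me3, below the 9.96% and 8.27% of their WT siblings. They were lower in KO in pair 1 and higher in pair 2 for H3K4me3 (4.89% against 6.12%, and 9.20% against 8.99%) and H3K27me3 (3.23% against 5.50%, and 6.78% against 6.50%).

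**Figure D4:**
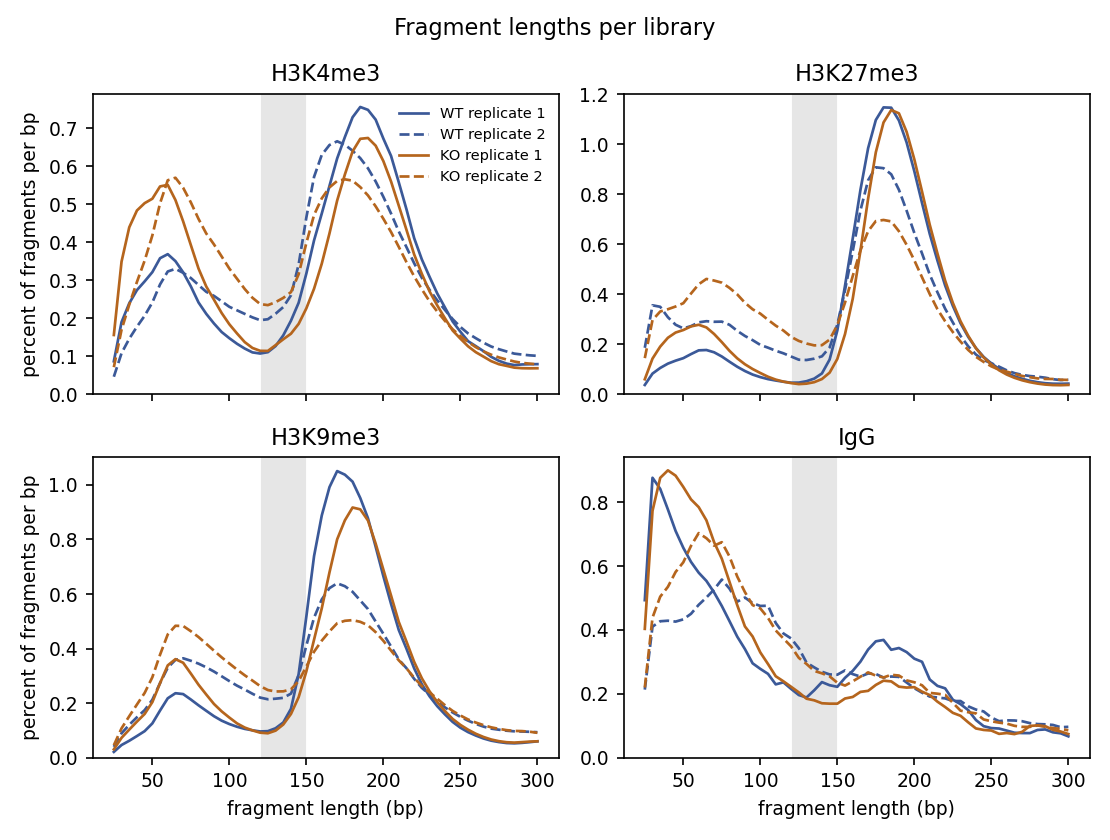
Percent of fragments per bp against fragment length, smoothed over 11 bp, for each library. Blue lines are WT, brown lines KO, solid lines replicate 1, and dashed lines replicate 2, and the gray band marks 121 to 149 bp. In the mono-nucleosome peak of H3K9me3, the KO maxima at 181 and 177 bp lie to the right of the WT maxima at 172 and 171 bp.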

We hypothesize that these nucleosomes with smaller footprints correspond to H2A.B nucleosomes in WT animals, which are missing in KO animals (S5 Fig). Our findings are consistent with previous in vitro studies, which showed that H2A.B-containing mono-nucleosomes have smaller (by approximately 30 bp) MNase footprints than those with core H2A [11,12,17].

### *ΔH2A*.*B* does not impair spermatogenesis

If H2A.B’s chromatin function played a major role during germ cell development, we would expect KO males to have altered spermatogenesis and reduced fertility. To investigate whether *H2A*.*B* loss led to impaired germ cell production, we performed histological analyses of testis cross sections. These analyses did not reveal any significant differences in cell types (e.g., all germ cell types could be readily identified) or seminiferous tubule organization between WT and KO males (S7A Fig). Moreover, the rates of production and motility of sperm from KO males were not significantly different from WT males (S7B and S7C Fig). We also investigated sperm morphology from WT and KO males. Over 85% of sperm cells displayed the expected normal morphology in both samples (S7D Fig). Although the KO samples displayed a slightly increased variance in the proportion of abnormal sperm heads, on average, WT and KO samples had overlapping distributions of frequencies of abnormal heads, necks, and tails (S7D Fig). Thus, we found no signs of impaired progression through spermatogenesis or major defects in sperm development in KO males.

We hypothesized that the altered chromatin structure of germ cells in KO males might affect germline genome integrity. We first investigated DNA damage during meiosis I, when H2A.B is first incorporated into chromatin [24–26]. We did not find any significant differences in the frequency of terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL)–positive (which mark single-strand DNA breaks) seminiferous tubules between KO and WT males (S8A Fig). In both cases, TUNEL-positive cells were located toward the basal side of the tubules corresponding to cells entering meiosis I. Next, we measured crossover frequencies and gammaH2A.X incorporation (a marker of double-strand DNA breaks) in meiotic germ cell spreads. Again, we found no significant differences between WT and KO germ cells (S8B and S8C Fig). We also investigated genome integrity in epididymal sperm. We subjected epididymal sperm from 3 pairs of age-matched sibling WT and KO males to both alkaline diffusion and neutral comet assays, 2 independent methods to assess genome integrity (see Materials and methods). Although we found increased numbers of damaged sperm in some KO males relative to their age-matched WT siblings in the alkaline diffusion assays, these differences were not consistent when compared with the comet assay or when compared across all cases (S8D Fig). Overall, based on these findings, we conclude that *H2A*.*B* loss does not significantly impair genomic integrity either during meiosis or in mature gametes.

Our chromatin profiling analyses had suggested that the loss of H2A.B might affect global chromatin compaction in postmeiotic male germ cells. We investigated whether these translated to defects in sperm genome compaction. For this, we used chromomycin A3 (CMA3) staining, which intercalates with DNA when sperm nuclei have reduced protamine content. Thus, increased CMA3 staining is an indirect measure of overall genome deprotamination in sperm [50]. We counted 200 sperm cells per male across 2 independent pairs of age-matched WT and KO siblings. We found that KO samples had fewer CMA3 positive cells than WT (WT = 9% versus KO = 0.5% and WT = 3% versus KO = 1%, S8E Fig). Our findings rule out a gross deprotamination defect upon the loss of H2A.B. Instead, they suggest that sperm in H2A.B KO sperm have more compact chromatin than that in WT sperm, consistent with increased rather than decreased protamination.

### Loss of H2A.B impairs male reproductive fitness

To assess the biological role of *H2A*.*B*, we tested the effect of *H2A*.*B* loss in a fertility assay [51, 52]. For this, we mated sibling WT (*n* = 4) or KO (*n* = 6) to age-controlled *C57BL/6J* females, allowing just 1 mating per male–female pair (see Materials and methods). These crosses yielded a total of 28 and 37 litters sired from WT and KO males, respectively (S4 Table). We found no deviations from Mendelian expectations in sex ratios between litters from WT and KO males in these litters (S4 Table and S9A Fig). We also found no evidence of skewed sex ratios in our long-term breeding experiments (S9B Fig). Based on these findings, and the fact that we found little perturbation during gametogenesis, we conclude that there is no indication that *H2A*.*B* participates in X-versus-Y meiotic drive [27,30,31,53].

When comparing litter sizes between KO and WT males, we observed that KO sires produced more small litters than their WT counterparts (Fig 2A), resulting in a non-normal distribution of litter sizes (*p* = 0.0002, Shapiro–Wilk test, S4 Table). However, this effect did not lead to significant differences between the average litter size produced by WT or KO sires (2-tailed Mann–Whitney test, S4 Table, Fig 2A). Our results are qualitatively similar to a recently published study that performed a *H2A*.*B* KO using TALENs in an FVB/NJArc mouse genetic background; however, that study found a significant albeit subtle effect of *H2A*.*B* loss on mean litter sizes, whereas we did not [26].

**Fig 2:**
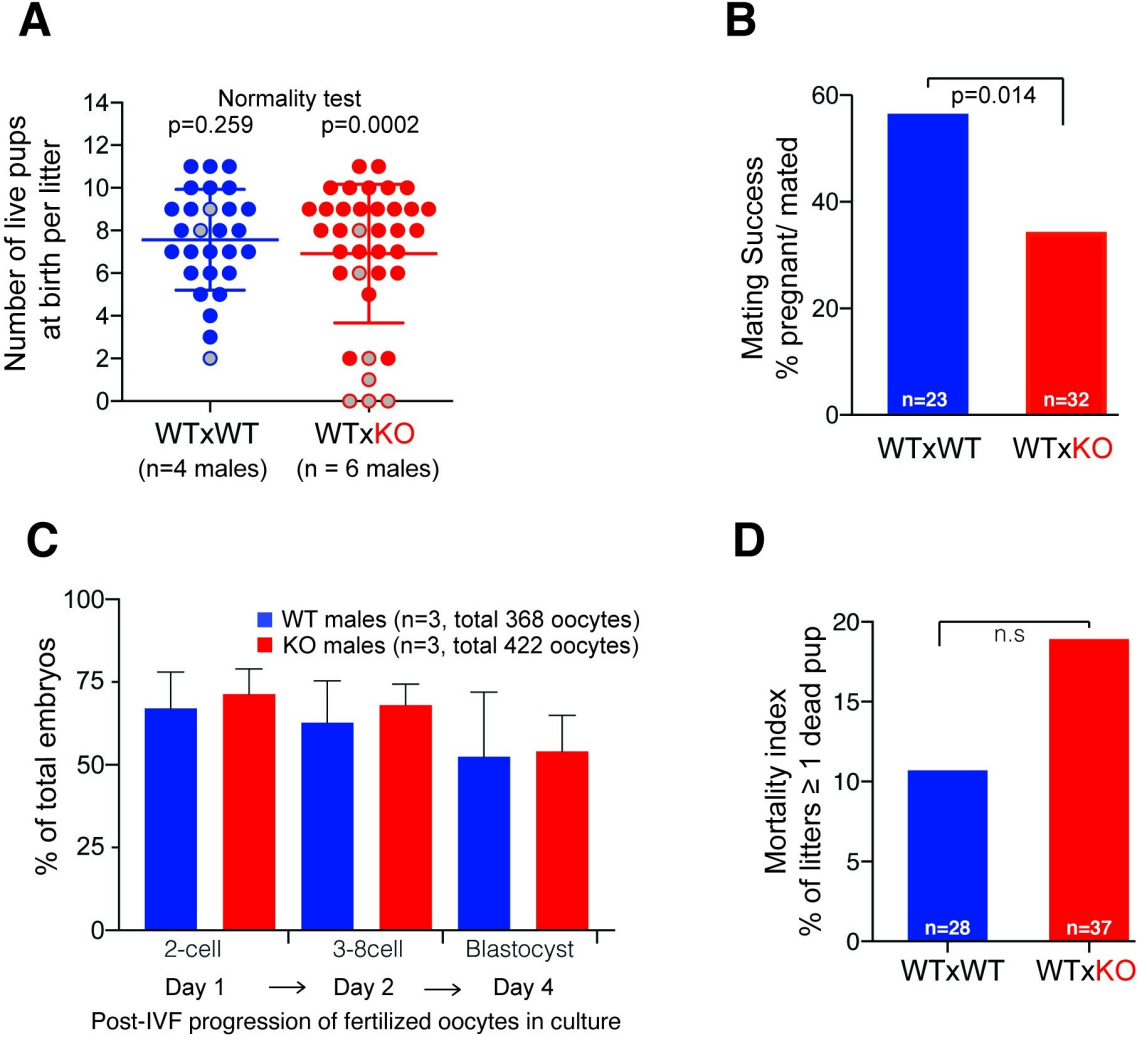
Subfertility of H2A.B KO males. (A) Distribution of litter sizes (live pups) of WT (*n* = 4, blue circles) and KO (*n* = 6, red circles) males over 9 months. Gray-filled circles correspond to litters with at least 1 dead pup post-birth. Results of Shapiro–Wilk tests of normality are shown at the top. (B) Proportion of successful matings of WT (blue) and KO (red) males, calculated as the percentage of females with a reproductive plug (“mated”) that became pregnant. Total number of females is shown at the bottom of each bar. *p*-value is based on a chi-squared test (KO vs. expected based on WT data). (C) Percentage of embryos that progressed to the 2 cell, 3–8 cell, or blastocyst stages, respectively, at day1, 2, and 4 post–in vitro fertilization of WT oocytes with KO (blue bars) or WT (red bars) sperm. Mean and standard deviation are shown across 3 replicate experiments (see Materials and methods). (D) Fraction of litters with at least 1 dead pup (mortality) for WT (blue) and KO (red) males. Total number of litters is shown at the bottom of each bar. Mating scheme is indicated at the bottom: dam × sire. Raw data can be found in S4 Table and S2 Data. IVF, *in vitro* fertilization; KO, knockout; WT, wild-type.

We next examined whether other aspects of male reproductive fitness were impaired upon loss of *H2A*.*B*. Therefore, we measured the mating and fertilization success of KO versus WT male mice. Mating by male mice leads to the deposition of a reproductive “plug”, which delays re-mating by other males in a natural setting. We found that KO males were able to deposit reproductive plugs in receptive females at similar rates as WT males, suggesting that mating frequency was not impaired by *H2A*.*B* loss (S4 Table). However, matings by KO males resulted in pregnancies in only 34% of cases, compared with 57% for WT (*p* = 0.014, chi-squared test, Fig 2B). This result indicates that loss of H2A.B significantly decrease males’ mating success.

Decreased mating success could result from impaired fertilization or failure to undergo proper preimplantation or postimplantation development. To distinguish between these possibilities, we followed the progression of zygotes produced from WT oocytes that were in vitro fertilized with sperm from either WT or KO males (*n* = 3, >100 eggs/replicate/genotype; see Materials and methods). We found that a similar proportion of fertilized oocytes progressed to the 2-cell stage, whether the sperm was from WT or KO males (mean WT = 66% versus KO = 71%, Fig 2C). Thus, the loss of *H2A*.*B* does not impair the sperm’s ability to successfully fertilize oocytes. Moreover, we found no significant difference in the progression of these embryos up to the blastocyst stage (Fig 2C). Thus, zygotes produced from KO males appear fully capable of developmental progression, at least *in vitro*. These findings suggest that the lower mating success of KO males results from defects arising postimplantation rather than preimplantation.

Consistent with this possibility, litters sired by H2A.B KO males exhibited an increase in the frequency of at least 1 dead pup at birth in fertility assays (WT = 10% versus KO = 18%, *p* = 0.1, chi-squared test, Fig 2D) or in long-term breeding experiments (WT = 22% versus KO = 26%, *p* = 0.6, 2-tailed chi-squared test with Yates correction, S9C Fig). This effect is consistent with our observation of non-normal distribution of litter sizes sired by KO males (Fig 2A).

In sum, we conclude that the loss of all 3 testis-expressed *H2A*.*B* genes does not appear to have a significant effect on sex ratios, spermatogenesis, or testes function in mice. Yet, *H2A*.*B*–KO males display fertility defects that seem to manifest postimplantation and affect perinatal viability. These findings rule out the meiotic drive hypothesis for *H2A*.*B* but are consistent with the alternative possibility that a parental genetic conflict may shape *H2A*.*B* function and evolution in placental mammals.

### *H2A*.*B* impacts embryo viability and fitness

To investigate *H2A*.*B*’s potential function in postimplantation development, we evaluated the rates of successful implantations at embryonic day 14.5 (E14.5) in series of crosses, starting with crosses between WT females and KO males. We found that there was a mild but nonsignificant increase in the fraction of resorbed or developmentally delayed conceptuses when compared with WT × WT crosses (3.7% versus 2.3%, Fig 3A). In the reciprocal cross between KO females and WT males, we also found no measurable effect on embryo viability (1.4% versus 2.3%, Fig 3A). Unexpectedly, however, in crosses between KO females and KO males, the fraction of resorbed or developmentally delayed conceptuses increased about 4-fold (9.6% versus 2.3%, *p* = 0.0001, chi-squared test, Fig 3A). Thus, 10% of *ΔH2A*.*B* zygotes from KO × KO crosses do not survive past implantation.

**Fig 3:**
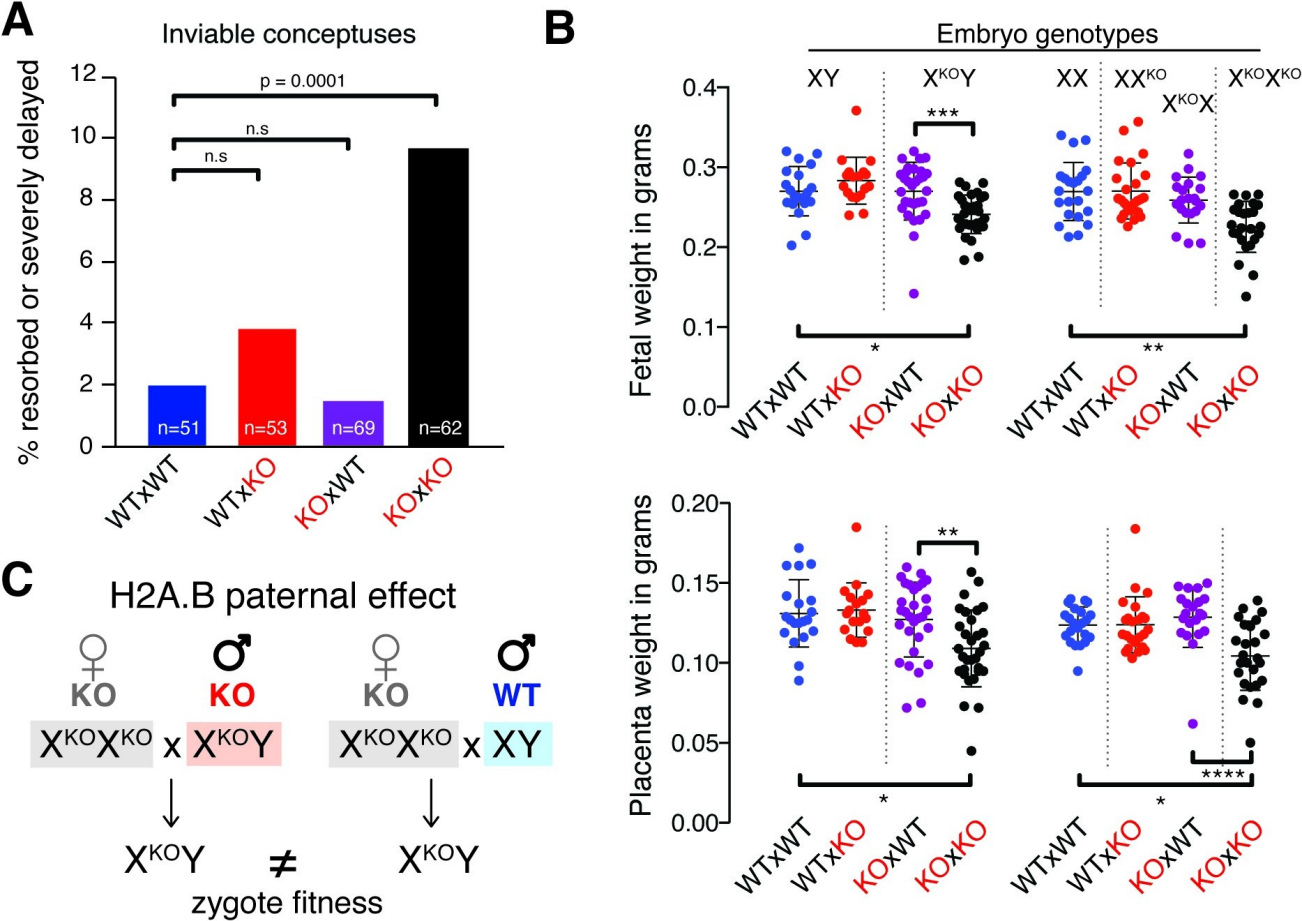
Paternal effect of H2A.B KO on embryo fitness. (A) Fraction (%) of severely delayed or fully resorbed conceptuses dissected at embryonic day 14.5 (E14.5) (also see S3 Data). Total number of pups for each cross type is indicated at the bottom of each bar. Bars are colored according to each parental cross. *p*-value is based on a chi-squared test (vs. expected WT). Mating schemes are indicated as dam × sire. (B) Embryo (top) and placenta (bottom) weight distributions for male (left) and female (right) conceptuses (also see S4 Data). Parental cross is shown at the bottom and embryo genotype is shown at the top of each graph. X^KO^ indicates H2A.B KO chrX. Dots are colored according to parental crosses. Significance of Kruskal–Wallis ANOVA test is shown * *p* < 0.01, ** *p* < 0.001, *** *p* < 0.0001, and **** *p* < 0.00001. (C) Schematic of H2A.B paternal effect on embryo weights. Mating schemes are indicated as dam x sire. chrX, X chromosome; KO, knockout; WT, wild-type.

The second striking effect of H2A.B on embryonic fitness became evident upon analyzing surviving embryos. We found that fetal weights of both male and female conceptuses from KO × KO crosses were approximately 30% smaller than those from WT × WT controls or those from KO × WT or WT × KO reciprocal crosses (Fig 3B, Kruskal–Wallis ANOVA test for males or females, *p* < 0.0001). This reduction was also observed for placental weights, although with larger standard deviations (Fig 3B, Kruskal–Wallis ANOVA test, males *p* = 0.0012 and females *p* < 0.0001). Therefore, we infer that the reduced weights of KO × KO embryos might result from growth restriction. Overall, our results imply that *H2A*.*B*’s primary biological role appears to be in postfertilization development; embryos have reduced viability and impaired fitness postimplantation in the complete absence of *H2A*.*B*.

### Paternal effect of H2A.B on development

We considered 2 possible causes of the defects in embryos of KO × KO crosses. In the first model, the defects we observed could be entirely the result of zygotic deficiency. If this were the case, it would imply that zygotic *H2A*.*B* is required for early embryonic development. Indeed, an earlier study found that *H2A*.*B* is expressed during the early cleavage stages of mouse embryogenesis [54]. Alternatively, these defects could be the result of missing parental contributions that are required for optimal embryo development in mice.

We decided to distinguish between these 2 possibilities by comparing zygotes with identical genotypes, but from genetically distinct parents. We first tested for paternal effects by generating genetically identical KO male embryos (X^KO^Y, where X^KO^ denotes a *ΔH2A*.*B* chrX) via crosses between KO females to either WT or KO males (Fig 3C). If the defects in embryo weights were the result of zygotic deficiency, we would expect X^KO^Y embryos to have the same lower weight in both crosses. Instead, we found that the fetal and placental weights of X^KO^Y males produced from WT fathers were significantly higher than those produced from KO fathers (Fig 3B, Kurskal–Wallis ANOVA, multiple comparison *p* = 0.0004). Since the maternal genotypes are identical (KO) in these crosses, we conclude that this difference must solely be due to the different paternal *H2A*.*B* genotypes. We thus conclude that *H2A*.*B* is a paternal-effect gene [35,55,56]. While some histone variants exhibit maternal effects [57], *H2A*.*B* is, to our knowledge, the first identified paternal-effect histone variant in mammals.

### Maternal contribution of H2A.B to development

Next, we investigated whether maternal *H2A*.*B* genotypes also influences embryonic development. For this, we crossed 3 possible female genotypes (WT, HET, or KO) to KO males. To ensure comparisons were influenced by maternal but not zygotic H2A.B genotypes, we focused on identical zygotic genotypes produced from crosses between genetically distinct mothers (e.g., HET versus KO) and fathers with identical KO genotype. For example, both the HET × KO and KO × KO crosses (dam × sire) produce X^KO^X^KO^ females and X^KO^Y males. We found no significant difference when comparing fetal or placental weights of these zygotes from the 2 crosses (Fig 4A).

**Fig 4:**
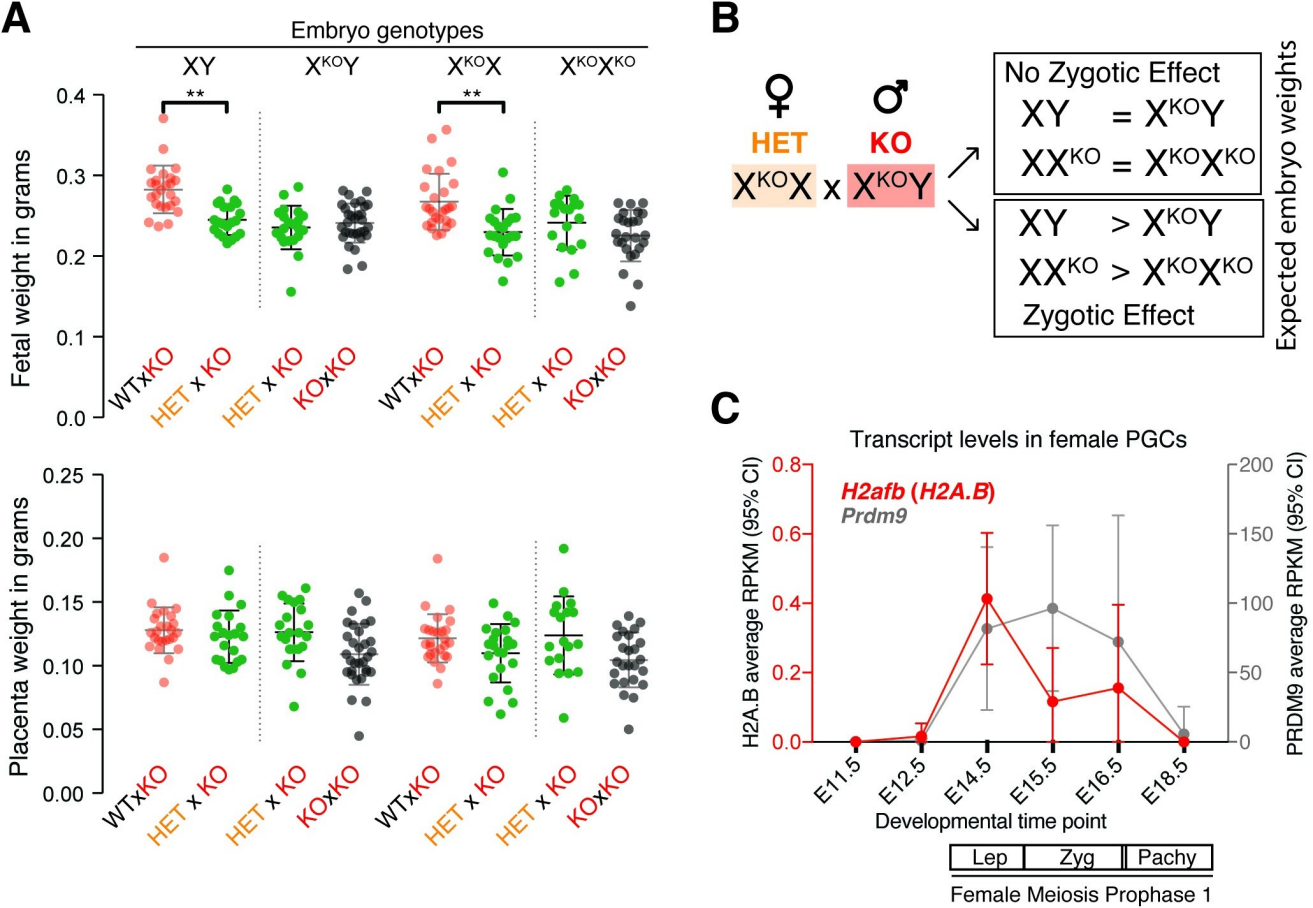
Maternal effect of H2A.B KO on embryo fitness. (A) Embryo (top) and placenta (bottom) weight distributions for male (left) and female (right) conceptuses from HET × KO (dam × sire) crosses (also see S4 Data). WT × KO and KO × KO data are from Fig 3B. Embryo genotype is shown at the top of each graph. X^KO^ indicates H2A.B KO chrX. Dots are colored according to parental crosses. Statistically significant results (*p* < 0.01) of multiple comparisons Kruskal–Wallis ANOVA test are also shown, ** *p* < 0.001. (B) Schematic showing the expected outcomes of the presence (top box) or absence (bottom box) of a zygotic effect of H2A.B on embryo weights produced by a HET × KO cross. (C) RPKM values for *H2afb* (combining reads mapping to any of the 3 paralogs) (red, left y-axis) and *Prdm9* (gray, right y-axis) in RNA-seq from isolated female primordial germ cells from E11.5 to E18.5 [58] (also see S4 Data). Average RPKM and 95% CIs are shown for each time point. Annotation of the first meiotic prophase is shown at the bottom. CI, confidence interval; HET, heterozygous; KO, knockout; Prdm9, PR domain containing protein 9; RNA-seq, RNA sequencing; RPKM, reads per kb per million; WT, wild-type.

However, when we compared XY males produced from WT × KO and HET × KO crosses, we observed a dramatic difference (Fig 4A). XY fetuses from HET × KO crosses were significantly smaller than XY fetuses from a WTxKO cross (Fig 4A). We observed a similar pattern for X^KO^X female embryos, which were larger when produced from WT females. Unlike in the paternal-effect crosses, we did not find significant differences in placental weights in multiple comparisons between these crosses (Fig 4A). Based on these results, we conclude that there is a significant maternal contribution of *H2A*.*B* to embryonic development, with WT mothers producing significantly larger fetuses than HET or KO mothers. In addition, based on the similarities between HET and KO maternal effects, we further infer that maternal *H2A*.*B* contribution to embryos size might be haplo-insufficient.

Having established that both paternal and maternal contributions of *H2A*.*B* shape embryonic development, we finally assayed whether zygotic *H2A*.*B* genotypes also influenced embryo development. To test this possibility, we reassessed fetal and placental weights of genetically distinct male (XY versus X^KO^Y) and female (XX^KO^ versus X^KO^X^KO^) embryos produced from genetically identical parents in a HET × KO crosses (Fig 4B). Since the maternal and paternal genotypes are identical in these comparisons, we reasoned that we would expect to see difference between XY and X^KO^Y embryos if embryo fitness was affected by zygote genotype (Fig 4B). However, we found no statistical difference in the weight of XY compared with X^KO^Y or XX^KO^ compared with X^KO^X^KO^ embryos (Fig 4A, Kruskal–Wallis ANOVA test). Based on these crosses, we conclude that paternal and maternal contributions of *H2A*.*B* affect embryo development, whereas zygotic *H2A*.*B* genotype does not.

Our finding that *H2A*.*B* is also a maternal-effect gene is highly unexpected because most studies to date have shown *H2A*.*B* to be predominantly expressed in testes across a wide variety of mammals and some minor brain expression in mouse [9,15,24,42]. Yet our findings predict that *H2A*.*B* must also be expressed in females. The absence of a highly specific antibody to H2A.B prevented us from testing for the presence of H2A.B in oocyte nucleosomes. We, therefore, turned to RNA sequencing (RNA-seq) analyses to investigate *H2A*.*B* expression during oogenesis. We reasoned that *H2A*.*B* may follow a similar expression pattern in females as it does in males. If this were the case, expression should be detectable by the leptotene stage of meiosis I, which begins around E14.5 in the female genital ridge [58]. We, therefore, analyzed published RNA-seq data from sorted primordial germ cells of staged female genital ridges between E11.5 to E18.5 [58]. Combining reads mapping to any of the 3 copies of *H2A*.*B*, we found a specific induction of *H2A*.*B* at the initiation of prophase of meiosis I, until entry into pachytene when it gradually decreased back to 0 (Fig 4C). This induction pattern mimics the meiotic transcriptional program (as indicated by *Prdm9*, Fig 4C) [58], although *H2A*.*B* is expressed at much lower levels than *Prdm9* in females and *H2A*.*B* in males [9,15,24]. Our preliminary analyses revealed no differences between WT and KO females in either synaptonemal complex formation or H2A.X staining in pachytene cells isolated at E17.5 (S10 Fig). Thus, consistent with *H2A*.*B* being both a paternal- and a maternal-effect gene, we find that it is expressed during both male and female meiosis.

## Discussion

In this study, we generated and characterized a triple KO mutant of *H2A*.*B* in a *C57BL6/J* mouse genetic background. A recent report characterized a triple KO mouse in a different genetic background (*FVB/NJArc*) and found a significant albeit subtle effect of *H2A*.*B* loss on litter sizes and spermatogenesis [26]. Surprisingly, although we observe similar trends, we did not observe any significant impact on spermatogenesis, sperm, or testis morphology as a result of *H2A*.*B* loss. It is possible that these subtle differences are a result of different genetic backgrounds (*FVB/NJArc* versus *C57BL6/J*) or the conditions under which the different mice strains were raised or assayed.

Instead of an effect on spermatogenesis, we uncovered 3 novel functions of *H2A*.*B* by investigating the biological consequences of its loss in mice. First, CUT&RUN chromatin profiling with antibodies to specific histone H3 modifications revealed that loss of *H2A*.*B* leads to a global increase in the abundance of sub-nucleosomal fragments in haploid spermatids. Closer examination revealed that the sub-nucleosomal fragments do not correspond to specific genomic locations but rather represent a genome-wide pattern of partially unwrapped nucleosomes. This finding might initially appear surprising since H2A.B-containing nucleosomes have been shown to have smaller MNase footprints also suggestive of unwrapping [11,12,17]. However, the sub-nucleosomal fragments we have recovered are much smaller (≤80 bp) than the footprints reported for H2A.B-containing nucleosomes (approximately 120 bp). Furthermore, corresponding to the loss of H2A.B nucleosomes, we found that mono-nucleosomes fragments released by CUT&RUN are indeed larger in KO than in WT chromatin (S5 Fig).

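Of the small fragments in the KO libraries, 69.9% ± 9.89 were 80 bp or shorter for H3K4me3, 70.2% ± 10.6 for H3K27me3, and 61.6% ± 7.44 for H3K9me3 (SD, n = 2). WT libraries gave 65.8% ± 9.68, 69.8% ± 3.51, and 57.7% ± 4.76, and the means of the genotypes differed by less than the replicates. Within pairs 1 and 2, KO was above its WT sibling for H3K4me3 (76.9% against 72.6%, and 62.9% against 58.9%) and for H3K9me3 (66.9% against 61.1%, and 56.3% against 54.4%), while for H3K27me3 it was above in pair 1 (77.7% against 72.3%) and below in pair 2 (62.7% against 67.3%). With every deposited fragment counted, the KO value for H3K4me3 was 61.6%, the largest move. The most frequent length of small fragments in the KO libraries lay between 58 and 67 bp.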

We hypothesize that these alterations in chromatin structure might reveal a role for H2A.B in histone-to-protamine exchange during spermiogenesis [59–61]. Previous studies using untethered MNase showed that transition structures occurring during histone-to-protamine exchange also produce sub-nucleosomal fragments of <120 bp in size [23,62–64]. Interestingly, the loss of another short H2A, *H2A*.*L*.*2*, prevents these changes from occurring in an orchestrated manner, ultimately leading to male sterility [23]. Since H2A.B deposition occurs earlier than H2A.L.2 in mice, we propose that H2A.B may serve as a checkpoint—delaying the premature disruption of nucleosomes by transition structures. The loss of H2A.B could therefore lead to a higher incidence of transition structures and may explain the higher than expected CMA3 staining (increased protamination) in sperm produced by KO males. The fact that these signatures of unwrapping are particularly prominent over H3K4me3 nucleosomes could also explain the previously reported effect of H2A.B on transcribed regions [24–26].

Our second novel finding is that *H2A*.*B* is expressed during female meiosis [58], and this expression has meaningful consequences on embryonic development. One possibility is that, as observed in males, *H2A*.*B* is deposited in female germ cells and functions to regulate the chromatin remodeling that occurs following fertilization [65,66]. Even though H2A.B is itself not found to be deposited in mouse sperm [21,42], a previous study found H2A.B staining in the first cleavage cycles of mouse zygotes [54]. This suggests the intriguing possibility that this detected H2A.B might have been inherited on oocyte genomes. Future in-depth chromatin profiling experiments in oocytes and early embryos can address these possibilities directly both for H2A.B and other short H2A histone variants, which are also believed to be exclusively “testis-specific.”

The third and most significant finding from our study is the discovery that *H2A*.*B* is both a paternal-effect and a maternal-effect gene. This is the first instance of a histone variant with this dual function. This novel function manifests both at the level of postimplantation embryo development and viability, but not preimplantation development or fertilization success. Although we did not observe differences in birth weights between pups produced from KO × KO and WT × WT crosses under laboratory conditions, we posit that differences in embryonic weight translate to an evolutionarily significant fitness defect in the wild [33,34,67,68]. Moreover, even under laboratory conditions, we observed a 4-fold increase in inviable embryos when both parents lack *H2A*.*B*, such that 1 in 10 embryos conceived in KO × KO crosses were inviable. Thus, we can conclude that *H2A*.*B* is required for optimal fitness in mice.

How does *H2A*.*B* exerts its parental effect? H2A.B seems to be lost after meiosis is completed, in elongating spermatids, and is not found in mature mouse sperm [21,24,42], although we cannot completely rule out the possibility that diminishingly small amounts of H2A.B might be present in mouse sperm. Thus, its postfertilization function must be exerted through other means than direct deposition in the zygote. *H2A*.*B*’s effect on splicing regulation or its proposed association with PIWI-related protein might affect the inheritance of specific RNAs required for optimal embryonic development and survival [25,69]. It is also possible that H2A.B alters the regulation of imprinted loci that regulate development through the parent-of-origin action of noncoding RNAs and DNA methylation [35]. Indeed, H2A.B has been shown to localize to a few imprint control regions in mouse embryonic stem cells [70]. However, a model that invokes paternal imprinting at specific loci cannot fully account for our findings that maternal *H2A*.*B* can overcome most but not all of the deleterious effects caused by loss of paternal *H2A*.*B*.

Instead, our finding of widespread rather than locus-specific alterations of chromatin structure in haploid male germ cells supports an alternative model whereby the deposition of *H2A*.*B* during meiosis globally prepares chromatin for proper postfertilization development. Such function has been previously described for chromatin regulators and histones in animals and plants [55,57,71–76]. For example, Drosophila HP1E is not deposited in sperm, yet the loss of HP1E leads to catastrophic defects in embryonic mitosis [71]. Consistent with this hypothesis, our CMA3 staining results suggest that mature sperm chromatin is altered upon H2A.B loss, potentially leading to increased protamination, which could have maladaptive consequences.

Our findings indicate that *H2A*.*B* is an important gene required for postimplantation embryonic development in mice, whose function can be redundantly supplied by either parent. However, this model cannot explain either the high rate of turnover of *H2A*.*B* including complete loss in different mammalian lineages or the rapid evolution of *H2A*.*B* coding sequences. Instead, *H2A*.*B*’s unusual evolution, together with its X chromosomal location, is highly suggestive of its involvement in a genetic conflict [9,28,40,77]. Although we find no evidence for *H2A*.*B* participation in X-versus-Y meiotic drive, our discovery of a role for *H2A*.*B*’s in embryonic development and viability suggests that it might participate in a different form of genetic conflicts, such as parental antagonism [38–40]. Parental antagonism arises when alleles have different fitness effects on progeny depending on whether they are inherited maternally or paternally. One classic form of parental antagonism occurs by genomic imprinting via DNA methylation, in which paternal and maternal alleles battle for resource allocation in embryos in utero [35]. In this model, paternally derived alleles encode “demand enhancers” that maximize maternal resource allocation to sired progeny, whereas maternally derived alleles encode “demand inhibitors” that distribute resources more equitably among all her progeny, enhancing her overall reproductive fitness [33,34].

*H2A*.*B* meets several but not all tenets of the “classic” parental antagonism model [33,34]. For example, paternal *H2A*.*B* presence ensures maximal fitness for all sired progeny, independent of maternal genotype. Notably, paternal *H2A*.*B* increases both fetal and placental weights, consistent with its role as a “demand-enhancer” [34,78]. Moreover, consistent with the antagonism model, defects arising from loss of *H2A*.*B* do not manifest during fertilization, or preimplantation but rather during postimplantation embryonic development, exactly the stage where battles for resource allocation are predicted to occur in utero [33–35]. Furthermore, maternal *H2A*.*B* can eliminate fetal weight differences between progeny sired by WT or KO sires. Thereby, maternal H2A.B acts as capacitor allowing females to exert control over resource allocation to their progeny. Yet, maternal *H2A*.*B* does not act as a canonical “demand-inhibitor” as would be expected under the parental antagonism model. Instead, paternal and maternal *H2A*.*B* appear to have a synergistic rather than antagonistic effect on promoting embryo fitness; the most severe growth and viability phenotypes in utero are only seen in cases when neither parent encodes *H2A*.*B* (Fig 3A).

However, the paternal and maternal *H2A*.*B* contributions to embryonic viability are not symmetric. The most obvious indication of this comes from our long-term breeding assays (S9C Fig). Perinatal mortality (measured by number of litters with 1 or more dead pups) is nearly 30% in crosses between WT females and KO males, but only approximately 20% in KO × WT or KO × KO crosses, similar to WT × WT crosses. These findings imply that paternal *H2A*.*B* must counteract the negative influence of maternally contributed *H2A*.*B* on perinatal survival, explaining why mortality is higher in WT × KO crosses than in KO × KO crosses. This implies that the biparental contributions of *H2A*.*B* are not entirely redundant with each other, either due to their timing of action, or due to different mechanisms, or both. These different parent-of-origin effects of *H2A*.*B* on embryonic development and survival suggest that *H2A*.*B* has different male and female optima, consistent with a genetic conflict.

Their X-chromosomal linkage could further explain the rapid evolution and gene turnover of *H2A*.*B* genes in mammalian genomes under the parental antagonism model. Because of their X-linkage, any male-beneficial (e.g., demand-enhancer) allele of *H2A*.*B* would be fully acted upon by selection in hemizygous males, even as its female-deleterious effects could be masked in HET females [79]. As a result, novel alleles of *H2A*.*B* could recurrently arise and rise to high frequency in populations, followed by suppressor mutations that decrease female-detrimental effects to restore female fitness. Unexpectedly, our findings suggest that *H2A*.*B* alleles (or paralogs) themselves could evolve such a suppressor role. Thus, X-linkage and parental antagonism explain the rapid evolution and turnover of *H2A*.*B* alleles through repeated rounds of selection for optimizing male, followed by female-beneficial function. Moreover, H2A.B might be lost in mammalian species that relieve parental antagonism, for example, by sexual monogamy [80]. By revealing a novel role in postimplantation embryonic development, our study thus finds a satisfying explanation for why the evolutionary origins of *H2A*.*B* coincided with complete in utero development that evolved in placental mammals 150 million years ago [9].

## Materials and methods

### CRISPR editing of mouse zygotes

Two gRNAs were used for generating *H2A*.*B* KOs: gRNA 1: 5′gcctggtggaacagcatctg3′ and gRNA2: 5′cgcaagctccagcaacctgc3′. These sequences have perfect complementarity to all 3 intact *H2A*.*B* genes in the mouse genome, with only 1 mismatch in the most 5′ nucleotide of gRNA2 in the *H2afb3* paralog (C to G). Using PCR, we synthesized products containing the T7 promoter (5′ upper case in forward primer), the specific gRNA and a common trans-activating crispr RNA (tracrRNA) (upper case in 3′ and reverse primer):

gRNA1_Forward: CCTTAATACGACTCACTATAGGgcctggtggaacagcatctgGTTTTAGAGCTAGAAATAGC,
gRNA2_Forward: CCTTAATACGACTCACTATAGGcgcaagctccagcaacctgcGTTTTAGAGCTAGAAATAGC, and
gRNA_Reverse_primer: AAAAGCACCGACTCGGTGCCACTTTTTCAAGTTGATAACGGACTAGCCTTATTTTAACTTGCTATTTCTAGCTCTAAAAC.

The gRNAs were then in vitro transcribed using the MEGAshortscript T7 kit (Life Tech AM1354, Thermo-Fisher, United States of America). gRNAs and Cas9 mRNAs were microinjected into B6;SJLF1/J zygotes at a concentration of 75 ng/uL each gRNA and 100 ng/ul Cas9 mRNA.

### Triple KO line validation and genotyping

Founder animals, F(0), with putative mutations in any *H2A*.*B* paralog were mated to *C57BL/6J* strain mice to assess germline transmission. F(1)s were sequenced using primers spanning the whole *H2A*.*B* ORF and flanking regions:

H2afb3: B1_F:CAAGCCAAACTTTTCTTGAGGATGT, B1_R:TGAGCAGGTCAGCCAAGAAG;
H2afb2: B1/2_F:CAGGGAAAACTGTCTTCGAGA, B2_R:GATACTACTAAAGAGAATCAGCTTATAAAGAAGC;
H2afb1: B3_F:ACACGGAGAACTGTCTTCAAAG, B3_R:CAGAATCAAATACGGAAACATTTTTCCC.

Amplicons were cloned into pCR™4-TOPO TA vector (Thermo-Fisher) and verified by Sanger sequencing (S2 Fig).

We used PCR genotyping with the same primer pairs to maintain our H2A.B triple KO line. For mutant H2afb3 (B1), we used a forward primer specific to the first deletion (deletion1, S2 Fig): B1_mut_F: TTGCTGTGAGCCTGGTGGAGG. This primer produces an amplicon in the mutant (279bp) but not in the WT (S1B Fig). All pups were monitored for mutations in all 3 paralogs across all mating schemes throughout the duration of the project.

### SNP genotyping for C57BL6/J

To measure the percentage of C57BL6/J genetic background, SNP genotyping was performed by DartMouse (Lebanon, New Hampshire, USA). High molecular weight DNA was prepared from tissues collected postmortem on 1 hemizygous male and 1 homozygous sibling female produced from backcross number 7. A total of 5,307 BL6/J specific SNPs were probed by Illumina Infinium BeadChip (Illumina, USA).

### Fertility assay and breeding

Four WT and 6 KO sibling age-matched 8-week-old males (backcross 7) were allowed to mate sequentially with individual C57BL/6J females (64 to 70 days, Charles River, USA) for 9 months. Once the female appeared pregnant, she was housed separately. If detected, vaginal plugs were recorded. Live and dead progenies born from pregnant females were recorded along with their sex and genotype. Long-term breeding experiments were performed by mating 1 male and 1 female (8 weeks to 12 weeks old, backcross 5 to 7). Each pair was allowed to produce up to 5 consecutive litters. The litters were genotyped and sexed at weaning.

### Daily sperm production

Five pairs of WT and KO sibling males between 2 and 8 months old were used. Testes were dissected, cleaned of fat, and weighed. A portion of 1 testis was dissected, fixed in modified Davidson’s fixative or Bouin’s solution, and stained with H-PAS (Hematoxylin-Periodic Acid Schiff) for histological analysis. For testicular spermatid counts and daily sperm production (DSP), 15 to 40 mg of testis was individually weighed and homogenized in 0.1 M sodium phosphate buffer, pH 7.4, containing 0.1% Triton X-100, using 8 strokes in an all-glass Kontes 15-mL homogenizer. Ten microliters of the homogenate were assayed using a Neubauer phase contrast hemocytometer in duplicate. Total homogenization-resistant spermatids per gram and per organ and DSP were calculated by correcting for the number of squares counted, dilution, volume, weight, and duration of homogenization-resistant spermatids [81,82], as previously described [83,84].

### Sperm motility and morphology

For motility analyses, spermatozoa were collected from the caudae epididymides from the right side of each animal. We placed the isolated cauda into modified Tyrodes medium with 1% bovine serum albumin (Sigma #9647, Sigma-Aldrich, USA), cut the tubule about 6 times with fine microscissors, and allowed sperm to flow out into the medium. The medium was collected, and large pieces were allowed to settle. The suspended spermatozoa were diluted in the same medium as required, and 6 μL was placed into a Leja fixed coverslip slide for observation in a phase contrast microscope at 200× magnification. The percentage of sperm with beating tails was interpreted as % motile.

For morphology analyses, caudae epididymidal sperm from 4 pairs of WT and KO males were smeared, and 100 sperm cells were subjected to a multiple anomaly morphology analysis at 1000×. Cells were counted as either “normal,” when no defect was observed or with “abnormal heads,” “bent necks,” or “tails defects” (as shown in S7D Fig).

### Sperm DNA damage assay

Epididymes were collected from pairs of sibling WT and KO males at 3, 4, and 5 months old. Caudal epidydimal sperm were allowed to swim out in 1× PBS and snap frozen in liquid N_2_ at a final concentration of approximately 10^7^ cells/mL in the dark. Neutral comet and alkaline diffusion assays were performed as previously described in detail [85]. For single-cell electrophoresis comet assays, sperm nuclear DNA was categorized as undamaged if it formed a ragged circle, moderately damaged if there were strands extending up to the diameter of undamaged DNA, and highly damaged if the electrophoresed DNA extended farther. For alkaline diffusion, the percentage of apoptotic cells with diffuse DNA and a hazy outline were calculated from a total of 100 cells. Necrotic cells were counted at the same time; they have expanded but well-delineated nuclear DNA. Nuclei of cells that were alive at the time of processing were distinguished from the other 2 patterns by their compact and bright DNA staining without a halo or diffusion.

### CMA3 staining

Epididymes were collected in Hank’s Buffered Salt Solution from 2 pairs of sibling WT and KO males at 3 months old. Caudal epididymal sperm were allowed to swim out in solution and smeared onto polylysine-coated slides. Slides were then fixed by immersion in 1:1 ethanol:acetone and dried for at least 10 min. CMA3 staining was performed as previously described [86]. Briefly, each slide was incubated with 100 μl of CMA3 solution (0.25 mg/mL CMA3 (Sigma-Aldrich), 10 mM MgCl_2+_ in Mcilvaine buffer (Boston BioProducts, USA)) at room temperature in the dark for 20 min. Slides were rinsed once in 1× PBS, air-dried for at least 20 min, and mounted in 15 μL of Vectashield with DAPI (Vector Laboratory, USA).

### TUNEL assay

Paraffin-embedded testis cross sections were melted for 45 min at 65°C and deparaffinized in Histoclear twice for 5 min. Slides were then subject to a series of ethanol washes (100%, 90%, 70%, and deionized water) for 3 min each. Slides were transferred to 1× PBS and subjected to the in situ cell death detection kit (Sigma-Aldrich) according to manufacturer’s instructions. Briefly, slides were proteinase K–treated for 20 min at 37°C in humid chamber, washed, and incubated with TUNEL reagent for 1 h at 37°C in a humid chamber.

### Germ cell spreads

Germ cell spreads were performed as previously described [87] except for the following modifications: for males, both testes were obtained from humanely killed adult males postweaning age (2 pairs of 8-week-old WT and KO siblings); for females, fetal ovaries were dissected from E17.5 embryos in 1× PBS. Ovaries were placed in hypo-extraction buffer for 12 min at room temperature. We performed co-staining with primary antibodies that were diluted in 1X antibody dilution buffer (ADB): SCP3 (ab15093, Abcam, USA) at 1:200, MLH1 (550838, BD Pharmingen, USA) at 1:60 and H2A.X (ab2893, Abcam, USA) at 1:200. Antibody staining was performed in a humid chamber at 37°C overnight. The next day, the rubber cement was removed, and the slides were soaked in 1X ADB and then washed 2 × 30 min in 1X ADB. Staining with secondary antibodies (Alexa 488 anti-rabbit (A21206, Thermo-Fisher, USA), 1:500, and Alexa 568 anti-mouse (A11031, Thermo-Fisher, USA), 1:400) was performed in 1× ADB in a humid chamber at 37°C for 2 h. Slides were then washed for 3 × 30 min in 1X PBS and mounted in Vectashield with DAPI (Vector Laboratory, USA). For female samples, slides were washed 1 × 20 min after primary staining and washed for 1 × 30 min in 1× PBS after secondary staining.

### Testis cross section and pathology

The testes and epididymides of 3 pairs of KO and WT males (2 to 3 months old) were dissected, fixed and embedded in paraffin, and sectioned at the Fred Hutchinson Cancer Research Center (FHCRC) Histopathology Core. Tissue composition, structure and count of meiotic and somatic cells of the seminiferous tubule, as well as overall pathology (presence of germ cells in the lumen, damage of tubules, multinucleated giant cells, apoptotic Sertoli cells) were assessed using haemotoxylin and eosin (H&E) staining.

### In vitro fertilization and Imaging

For in vitro fertilization studies, 26 WT females (8 weeks old, C57BL/6J) were superovulated by Inhibin (i.p., KYD-010-EX-X5; CosmoBio, USA) followed by hCG (i.p., 5 IU, Sigma, Cat# 230734), 48 h later. Cumulus–oocyte complexes were collected and in vitro fertilized with sperm from WT or H2A.B KO males (3 replicates, oocytes collected from 4 females per replicate per genotype) as previously described [88]. The total number of oocytes per replicates was distributed as follows: WT1 = 126; WT2 = 134; WT3 = 108; KO1 = 144; KO2 = 141, KO3 = 137. Fertilized oocytes were incubated in KSOM at 37°C, 5% O_2_, 5% CO_2_ until 4 days post-insemination and analyzed for progressive development.

All imaging was performed on a Zeiss epifluorescence Axiovert 200M (ZEISS, Germany) inverted microscope.

### Cell sorting

Live cell sorting was performed as previously described [43]. Briefly, testes were dissected and the tunica were removed. The testes were dissociated in 1 mL of 1× dissociation buffer (Collagenase A (5 mg/mL), Dispase (5 mg/mL), DNaseI (0.5 mg/mL) in PBS) for 45 min at 37°C under shaking. Cells were then counted and stained for 90 min at 37°C with Hoechst 33342 dye (1 mg/mL, Sigma-Aldrich) at with 5 μL per 10^6^ cells in DMEM 10% FBS. Cells were then washed in PBS and resuspended with Propidium Iodide (P1304MP, Thermo-Fisher, USA) for cell sorting on a BD FACSAria II (BD Bioscience, USA). Haploid cells were collected based on DNA content and red UV shift according to previously published protocols [43]. Cells were collected in complete cell culture media, kept on ice, and processed within 4 h for AutoCUT&RUN.

### Antibodies for AutoCUT&RUN

We used Rabbit anti-H3K4me3 (1:100, Active Motif Cat#39159), rabbit anti-H3K27me3 (1:100, 9733S, Cell Signaling Tech, USA), and rabbit anti-H3K9me3 (1:100, Abcam, ab8898). Rabbit anti-mouse IgG (1:100, Abcam, USA, ab46540) was used as a negative control.

### AutoCUT&RUN, sequencing, and mapping

For AutoCUT&RUN analyses, 2 WT and KO non-mated sibling pairs (2 months old) were used for replicate experiments. AutoCUT&RUN was performed according to the method previously outlined [44]. Detailed, updated protocols are available at protocols.io (dx.doi.org/10.17504/protocols.io.ufeetje). Up to 24 barcoded AutoCUT&RUN libraries were pooled per lane at equimolar concentration for paired-end 25 × 25 bp sequencing on a 2-lane flow cell on the Illumina HiSeq 2500 (Illumina, USA) platform at FHCRC Genomics Shared Resource. We aligned paired end reads to the mm10 mouse genome assembly (Genome Reference Consortium) using Bowtie2 version 2.2.5 [89] with options: local—very-sensitive-local—no-unal—no-mixed—no-discordant—phred33 -I 10 -X 700. To generate normalized counts in bedGraph format, total mapped fragments counts were normalized to genome-wide coverage. Representative UCSC tracks can be seen in S11 Fig.

### Data analysis

BAM files were processed using bedTools [90] to generate BED files corresponding to mapped fragments and UCSC bedGraphToBigWig programs to generate bigwig files. PCR duplicates were removed using MarkDuplicates from Picard Tools (“Picard Toolkit.” 2019, Broad Institute, USA). Enriched chromatin domains, or peaks, were called using sparse enrichment analysis for CUT&RUN (SEACR) with an IgG file as a control with the stringent setting (S3 Table) [91]. For each histone mark, the total peaks called was produced by combining all peaks from WT and KO samples. FRiPs were generated with bedtools coverage. For fragment downsampling (to compare identical total counts in WT and KO samples), we used the command line tool “shuf”. Nucleosome fuzziness scores were called in KO or WT samples using the software DANPOS2 with default settings [92]. Heatmaps were produced using normalized bigWigs with deepTools2 [93] implemented into the public Galaxy server at usegalaxy.org [53].

### Embryo collection and weighing

Pregnant dams were euthanized 14 days following observation of a reproductive plug. Embryos and placentas were dissected and washed with 1X PBS. For each conceptus, tissues were collected into 1.75 mL microcentrifuge tubes and kept on ice until weighing on a fine scale (XS105 Dual Range, Mettler Toldeo, USA). Upon dissection, embryos were scored as “severely delayed” if they were properly implanted but displayed no visible vascularization and delayed organ development compared to neighboring E14.5 conceptuses with stereotypical development. Implantation sites with necrotic embryonic or placental structures were scored as resorbed.

### Ethics statement

Animal husbandry and experimentation was reviewed, approved, and monitored under the Institutional Animal Care and Use Committee at Fred Hutchinson Cancer Research Center (Protocol ID: PROTO000050927). Protocols used for the breeding and tissue collection of *H2A*.*B* KO animals were performed at the Fred Hutchinson Comparative Medicine animal facility. The facility is fully accredited by the Association for Assessment and Accreditation of Laboratory Animal Care and complies with all United States Department of Agriculture, Public Health Service, Washington State, and local animal welfare regulations.

## Supporting information

S1 Fig Generation of H2A.B triple KOs. (A) Schematic of the CRISPR/Cas9 strategy used to produce *ΔH2A*.*B* animals. All *H2afb* coding loci mapped in mm10 are shown with their coordinates in parentheses. Details on the sequenced deletions for each paralog are shown at the bottom. Scissors indicate the regions of CRISPR/Cas9-induced cuts. Arrows indicates the location of genotyping primers (see Materials and methods for details) (B) A PCR genotyping example of *ΔH2A*.*B* alleles from pups of a HET × WT mating. A 1-kb plus ladder is shown on the left side of each gel. For *H2afb1* and *H2afb2*, primers amplify a (smaller) KO or (larger) WT fragment. *H2afb3* primers are specific for the KO allele and do not amplify a band in the WT. HET, heterozygous; KO, knockout; WT, wild-type.
(TIFF) Click here for additional data file.

S2 Fig Validation of H2A.B triple KOs. Alignment of *H2afb* paralog ORFs with Sanger traces from the sequencing of *H2afb1* (A), *H2afb2* (B), and *H3afb3* (C) from ΔH2A.B animals. Annotated are ORFs (yellow boxes) gRNAs (purple arrow) and deletions. gRNA, guide RNA; KO, knockout; ORF, open reading frame.
(TIFF) Click here for additional data file.

S3 Fig SNP genotyping results comparing *ΔH2A*.*B* animals with pure *C57BL/6J* reference strain. Percentages of HET, homozygous, or non-*C57BL/6J* SNPs in pure WT, H2A.B triple KO males or females are shown (Materials and methods). HET, heterozygous; KO, knockout; WT, wild-type.
(TIFF) Click here for additional data file.

S4 Fig Profiling the chromatin features of haploid germ cells. (A) Schematic of the flow cytometry (scatter plot) and MNase-based profiling (red box) used in this study. (B, C, D) AutoCUT&RUN normalized fragment counts (blue dots) over all peaks called for the histone modifications H3K9me3 (A), H3K27me3 (B), and H3K4me3 (C). KO counts are shown on the y-axis and WT on the x-axis. Linear regression and *R*^2^ values are shown in red. (E) Percentage of total mapped fragment assigned to chromosome X (blue), Y (orange), or autosomes (blue) (see S5 Data). Y-axis is in log10 scale. Results for fragments released by AutoCUT&RUN with IgG, H3K27me3, H3K4me3, and H3K9me3 are shown for both KO and WT samples. KO, knockout; MNase, micrococcal nuclease; WT, wild-type.
(TIFF) Click here for additional data file.

S5 Fig Features of the fragments released by CUT&RUN in haploid spermatids. Schematic of fragment size (x-axis) distributions (y-axis) in WT and KO spermatids (replotted from Fig 1A). Sub-nucleosomal fragments below 120 bp are thought to correspond to partially unwrapped nucleosomes. In WT (blue), most nucleosomal fragments (above 120 bp) have the size of H2A.B containing mono-nucleosomes. In *H2A*.*B KO* (red), nucleosomal fragments have the size of H2A containing mono-nucleosomes. Note that H2A.B nucleosomes have a smaller MNase footprints than H2A nucleosomes. MNase cleavage is indicated by arrowheads. KO, knockout; MNase, micrococcal nuclease; WT, wild-type.
(TIFF) Click here for additional data file.

S6 Fig Regional distribution of AutoCUT&RUN fragments. (A, B, C) Heatmaps of normalized counts (blue scale) of short fragments (<121 bp) and large fragments (>149 bp) over the top 2,000 low fuzziness nucleosomes in WT or KO samples are shown. Regions are centered on nucleosomes profiled with H3K9me3 (A), H3K27me3 (B), and H3K4me3 (C). (D) Distribution of fragments over the TSS of all + strand RefSeq genes. (E) KO/WT ratios of small/large fragment ratios in peaks defined by H3K27me3, H3K9me3, and H3K4me3 (see S6 Data). Log10 (ratios) for replicate 1 and replicate 2 are shown on the x- and y-axes, respectively. *R*^2^ values are shown in all 3 cases. KO, knockout; TSS, transcriptional start site; WT, wild-type.
(TIFF) Click here for additional data file.

S7 Fig Testes and sperm function of *H2A*.*B* KO males. (A) Representative images of testis cross sections of WT and KO males (see Materials and methods) (B) Mean (with standard deviation, gray bars) DSP and (C) percentages of motile sperm measured from the same WT (blue) and KO (red) males are shown. (D) Fractions of sperm with normal morphology, abnormal heads, bent necks, or tails defects measured in WT or H2A.B KO males are indicated. Means and standard deviations are shown across replicates (WT *n* = 4; KO *n* = 3). Example images of each morphology are shown on the right. Supporting information can be found as S7 Data. DSP, daily sperm production; KO, knockout; WT, wild-type.
(TIFF) Click here for additional data file.

S8 Fig Analysis of DNA damage and CMA3 staining of *H2A*.*B* KO male germ cells. (A) Fraction of seminiferous tubules with at least 1 TUNEL positive cell in WT (blue) or KO (red) testis cross sections. *n* is the number of tubules counted. (B) Crossover events measured using staining against the proteins SCP3 and MLH1 (see Materials and methods) in germ cell spreads from WT (blue) and KO (red) animals. Mean (with standard deviation) number of chromosomes per pachytene cell with 0 (E0), 1 (E1), 2 (E2), or 3 (E3) cross overs are indicated. “n” is the total number of chromosomes counted for each genotype. (C) Fraction of gammaH2A.X positive cells at pachytene or late-pachytene in WT (blue) and KO (red) germ cell spreads. (D) Proportion (%) of epididymal sperm cells showing damage by Comet or alkaline diffusion (Alkaline) assays in WT (blue) or KO (red) samples. Individual replicates of WT and KO sibling pairs are shown separately (Rep1, 2, 3, 4, 5). (E) Fraction of CMA3 positive sperm cells in WT (blue) or KO (red) samples. Two replicates are shown. Two-hundred sperm were counted for each. Representative images of CMA3 positive cells are shown on the right. Supporting information can be found as S8 Data. CMA3, chromomycin A3; KO, knockout; MLH1, MutL homolog 1; SCP3, synaptonemal complex protein 3; TUNEL, terminal deoxynucleotidyl transferase dUTP nick end labeling; WT, wild-type.
(TIFF) Click here for additional data file.

S9 Fig Sex ratios and mortality. (A, B) Punnett squares of matings between WT females and WT males (top) or KO males (bottom) in fertility assays (A) or long-term breeding (B). The ratio of female pups (right squares) over male pups (lefts squares) denote the sex ratios. X^KO^ denotes *H2A*.*B KO* chrX. (C) Percentage of litters with at least 1 dead pup in long-term breeding (see S9 Data). Mating is indicated as dam × sire. The total number of litters is shown inside each bar. chrX, X chromosome; KO, knockout; WT, wild-type.
(TIFF) Click here for additional data file.

S10 Fig Preliminary assessment of pachytene cells in *H2A*.*B KO* females. (A) Representative images of WT (left panel) and KO (right panel) pachytene cells, from E17.5 germ cell spreads (see Materials and methods), stained for gammaH2A.X (green) and SCP3 (red). (B) Percentage of gammaH2A.X positive pachytene cells in WT (blue) and KO (red) females (see S8 Data) and total number of cells counted are shown inside each bar. KO, knockout; SCP3, synaptonemal complex protein 3; WT, wild-type.
(TIFF) Click here for additional data file.

S11 Fig UCSC browser track of AutoCUT&RUN data. A segment of chr7 is shown, with Refseq genes, and transposon insertions (black bars). Normalized fragment counts across 2 replicates is shown for each AutoCUT&RUN dataset. WT samples (blue tracks) and KO samples (red tracks) are plotted for H3K27me3, H3K4me3, H3K9me3, and IgG. KO, knockout; WT, wild-type.
(TIFF) Click here for additional data file.

S1 Table Fragment size analysis of AutoCUT&RUN. Total number of fragments of sizes <121 bp and >149 bp from equal sampling of total fragments in WT and KO. Chi-squared significance of observed KO counts versus expected counts in WT. KO, knockout; WT, wild-type.
(XLSX) Click here for additional data file.

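This table compares fragment numbers by a chi-squared test in which every fragment counts as an observation. The same sampling was repeated with equal numbers of distinct fragments from each replicate, for example 785624 from each H3K4me3 library. The pooled ratios of small to large fragments were 0.582 in KO and 0.317 in WT for H3K4me3, 0.357 and 0.226 for H3K27me3, and 0.366 and 0.253 for H3K9me3, where the paper's values are 0.584 and 0.317, 0.356 and 0.227, and 0.365 and 0.253. With Yates' correction, the chi-squared value of KO against WT was 56518 for H3K4me3, 6965 for H3K27me3, and 112178 for H3K9me3 (1 degree of freedom). The same test between the 2 WT replicates gave 204.4, 14906, and 226327, and between the 2 KO replicates 2676, 20105, and 258197. IgG fragments gave 4263 between KO and WT.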

S2 Table Fraction of total fragments in peaks for small <121 bp and large >149 bp fragments. (XLSX) Click here for additional data file.

S3 Table Total number of peaks called for each histone mark by SEACR. SEACR, sparse enrichment analysis for CUT&RUN.
(XLSX) Click here for additional data file.

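The re-implemented rule called 7201 H3K4me3, 4988 H3K27me3, and 27602 H3K9me3 peaks in WT and KO together, where the paper's values are 7509, 5233, and 29372. Without SEACR's scaling of the control the numbers were 8129, 5170, and 28786. They depend on the genotype, with 3340 H3K4me3 peaks called in KO and 7171 in WT, 2447 H3K27me3 peaks in KO and 5019 in WT, and 25449 H3K9me3 peaks in KO and 22497 in WT. The KO libraries were deeper in every case, and the control was scaled separately for each genotype.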

S4 Table Results of male fertility assays. Four WT and 6 KO male siblings were bred sequentially to a total of 28 and 38 females, respectively. Detailed statistics and significance of statistical tests comparing KO to WT are shown. KO, knockout; WT, wild-type.
(XLSX) Click here for additional data file.

S1 Data Fragment counts used in Fig 1A–1C. (XLSX) Click here for additional data file.

S2 Data Individual litter sizes used in Fig 2A and raw number of embryos used in Fig 2C. (XLSX) Click here for additional data file.

S3 Data Numbers of resorbed or severely delayed embryos used in Fig 3A and individual values of embryo weights used in Fig 3B. (XLSX) Click here for additional data file.

S4 Data Values of embryos weight used in Fig 4A and replicate RPKM values in Fig 4C. RPKM, reads per kb per million.
(XLSX) Click here for additional data file.

S5 Data Fraction of read counts mapping to chrX, chrY, and autosomes used in S4E Fig. chrX, X chromosome; chrY, Y chromosome.
(XLSX) Click here for additional data file.

S6 Data Fragment counts in peaks and ratios used in S6E Fig. (XLSX) Click here for additional data file.

S7 Data Replicates values for DPS, motility, and morphology used in S7A, S7B, and S7D Fig. DPS, daily sperm production.
(XLSX) Click here for additional data file.

S8 Data Cell counts in TUNEL assay (S8A Fig), chromosome crossover counts (S8B Fig), H2A.X positive male meiotic cells (S8C Fig), Replicate sperm DNA damage (S8D Fig), CMA3 positive sperm cells (S8E Fig), and H2A.X positive female pachytne cells (S10B Fig). TUNEL, terminal deoxynucleotidyl transferase dUTP nick end labeling.
(XLSX) Click here for additional data file.

S9 Data Number of litters with at least 1 dead pup in long term breeding assays used in S9C Fig. (XLSX) Click here for additional data file.

## Abbreviations

ADB: antibody dilution buffer
AutoCUT&RUN: automated Cleavage Under Target & Release Under Nuclease
chrX: X chromosome
CMA3: chromomycin A3
DSP: daily sperm production
FHCRC: Fred Hutchinson Cancer Research Center
gRNAs: guide RNAs
FRiPs: fraction of reads in peaks
HET: heterozygous
H&E: haemotoxylin and eosin
H-PAS: Hematoxylin-Periodic Acid Schiff
KO: knockout
MLH1: MutL homolog 1
MNase: micrococcal nuclease
ORF: open reading frame
PRDM9: PR domain containing protein 9
RNA-seq: RNA sequencing
SCP3: synaptonemal complex protein 3
SEACR: sparse enrichment analysis for CUT&RUN
TALENs: transcription activator-like effector nucleases
tracrRNA: trans-activating crispr RNA
TUNEL: terminal deoxynucleotidyl transferase dUTP nick end labeling
UCSC: University of California, Santa Cruz
WT: wild-type

How the deposited data were processed for this re-analysis (not part of the article)

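Haploid spermatids of 2 sibling pairs of 2-month-old mice, each with 1 KO and 1 WT animal, were profiled by AutoCUT&RUN with antibodies against H3K4me3, H3K27me3, and H3K9me3 and with an IgG control, which gave 16 libraries in 8 groups of 2. Every library could be assigned to its target, genotype, and replicate. The authors sequenced paired ends, aligned them to mm10 with Bowtie2, and deposited a list per library with the chromosome, start, end, and length in bp of every mapped fragment, without scaling and without pooling replicates. The values are positions and lengths, not counts per region. The methods state that PCR duplicates were removed, but the lists still hold fragments with identical coordinates.

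All counts were made from these lists. Each combination of chromosome, start, and end was counted once per library, on the 19 autosomes and chromosomes X and Y. Between 159611 and 6746382 distinct fragments per library remained, and 95% Wilson intervals were computed for shares in single libraries. These intervals cover counting error only, since the lists carry no molecular identifiers. Small fragments are those under 121 bp and large ones those over 149 bp, the classes of the paper's S1 Table. The modal length was taken between 121 and 250 bp after a running mean over 11 bp. Coverage was counted in 10-kb bins and compared on the log2 scale after scaling to the library total, with a pseudocount of 0.1, and R2 is the squared Pearson correlation.

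Peaks were called with a re-implementation of SEACR's stringent rule, with its scaling of the control, on replicates pooled by genotype against the IgG libraries of that genotype, and the peaks of WT and KO were merged. Nucleosomes were called from midpoints of fragments of 140 to 200 bp, smoothed with an SD of 20 bp, as maxima at least 147 bp apart with at least 10 midpoints within 73 bp, in place of DANPOS2. Their fuzziness is the SD of these midpoints, and the 2000 with the lowest were used, or all where fewer were called. Start sites are those of + strand genes in NCBI's annotation of GRCm38. The positions of the H2A.B genes and Pcdh11x, and the genes at named peaks, are from the GENCODE annotation of that assembly. The sites of the guide RNAs were found by matching their sequences to the same assembly.

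Values of single libraries were compared between KO and WT by exact two-sided permutation tests, whose smallest p with 2 libraries against 2 is 0.333. A difference was set against the SD between replicates, pooled over the genotypes. Coverage in peaks was tested with limma-voom on fragments per peak, with the library size as scaling. The log2 ratio of small to large fragments per peak, with 0.5 added to each, was tested with limma on peaks with at least 10 small and 10 large fragments, weighted by counting variance and centered on each library's median. Adjusted p-values are Benjamini-Hochberg values, and peaks under 0.05 were called. Per mark and test, the 3 called peaks with the smallest adjusted p in each direction that changed the same way in both pairs are named. Both tests were tested on simulated data drawn from these libraries with 200 changed peaks per mark, and in the ratio test the filter on fragments left fewer of them.

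The paper's methods name 2 WT and KO sibling pairs, and the labels share their run per replicate number, so replicates 1 and 2 were taken as the pairs. As a check, deviations from the genotype means were correlated between the KO and WT libraries of the same number across 10-kb bins with at least 10 fragments. The correlation was 0.378 for H3K4me3, 0.0433 for H3K27me3, and 0.43 for H3K9me3.

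The alternatives were counting every deposited fragment, other length limits, other bins, peaks, and nucleosome sets, other scaling, weights, filters, and pseudocounts, limma-trend, the sibling pair as a block, and leaving out replicates. Groups of 2 are too small for a test of outlying libraries or for counting other splits of the samples. Analyses used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, samtools 1.23.1, R 4.3.3, and limma 3.58.1.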

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

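The tests on chromosome X were chosen only after the result was seen, and the test on IgG fragment lengths was set beforehand.

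The IgG libraries, whose fragment lengths the paper does not report, held more small fragments per large fragment in KO than in WT. The log2 difference was 0.48 in each sibling pair, above the SD between replicates of 0.15, and it equaled 54.7% of the H3K4me3 difference, 69.6% of the H3K27me3 difference, and 87.7% of the H3K9me3 difference. A general difference in digestion or in the recovery of short fragments between the KO and WT samples predicts a shift of IgG in both pairs as large as that of the marks. The IgG shift of 0.48 had the same direction, and among distinct fragments of the whole genome the marks exceeded it in 2 of 2 pairs each, by 0.40 ± 0.13 for H3K4me3, 0.21 ± 0.028 for H3K27me3, and 0.067 ± 0.029 for H3K9me3. With every deposited fragment counted, IgG shifted by 1.18 in pair 1 and 0.51 in pair 2, more than H3K9me3 in both (0.57 and 0.40) and more than H3K27me3 in pair 1 (1.00). Among fragments in peaks, IgG shifted by 1.00 in pair 1, more than H3K4me3, H3K27me3, and H3K9me3 (0.75, 0.69, and 0.68), and by 0.51 in pair 2, less than these marks (0.96, 0.97, and 0.66). These values do not decide the question, since such a difference need not move all targets by the same amount, and unwrapping across the genome would shift background fragments of IgG libraries as well. The explanations cannot be told apart with the same animals behind all targets. The loss of H2A.B itself stays open, as no test separates it from a difference in sample handling.

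The share of fragments on chromosome X moved in opposite directions in H3K4me3 and H3K9me3. KO minus WT was -0.737 percentage points for H3K4me3 (-1.05 and -0.419 in the pairs) and 2.11 points for H3K9me3 (3.39 and 0.834). The difference between the marks was not tested, and the H3K4me3 difference was smaller than the SD between replicates of 0.847. For H3K9me3, collapsing fragments with identical coordinates may be a cause. With every deposited fragment counted, the difference became -1.33 points (0.0526 and -2.71), and in these libraries up to 20772 deposited fragments shared their coordinates. Which of the counts is closer to the chromatin was not tested. More X-bearing cells in the KO samples would raise chromosome X in every target. The H3K4me3 difference of -0.737 points went the other way but lay within its spread. Chromosome Y, which such cells lack, had a lower share in both KO siblings of H3K9me3 (-0.968 and -1.98 points) and IgG (-0.540 and -0.819). With every deposited fragment counted, its mean difference was smaller, at -0.333 points for H3K9me3 and -0.265 for IgG. More X-bearing cells thus stay open as an explanation. For H3K4me3, the difference kept its sign at -0.235 points with every deposited fragment counted (-0.339 and -0.131), beyond the SD between replicates of 0.0738, which argues against collapsing as the whole cause. It was smaller than with identical coordinates collapsed, so collapsing may account for a part. In peaks, with the background taken off, it was -0.428 points (-0.553 and -0.303), within the SD between replicates of 0.470, so a lower background in KO libraries stays open as well. Fewer X-bearing cells in the KO samples would lower chromosome X in IgG by the same proportion, and IgG rose by 0.156 points, with -0.065 in pair 1, 0.376 in pair 2, and a lowest value of -0.353 among its alternatives. An effect of genotype on chromosome X stays open and was not tested apart from these explanations.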

How the results depend on the processing

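Thinning to equal numbers of deposited fragments, fragments outside all peaks, pooled replicates for chromosome shares, the sibling block for nucleosomes and start sites, all alternatives for the share of fragments of 121 to 149 bp, and leaving out single libraries in limma fits were chosen after seeing the data, and the other alternatives were chosen before the data were examined. Over 56 results and 407 alternatives, 280 values stayed within the replicate spread or kept their call or count, 85 moved further, 35 kept their direction but lost the call, and 7 changed the direction of a called peak or of a difference that both pairs shared. Changes of sign in other differences are counted among the first 2 groups. Unless a reason is given, the cause was not tested.

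The log2 ratio of small to large fragments kept KO above WT in 44 of 44 alternatives. With every deposited fragment counted, it was 1.10 for H3K4me3 and 0.84 for IgG, and for IgG fragments in peaks it was 0.76. The modal length difference kept its sign in 23 of 28 alternatives. Pooled and down-sampled libraries gave 7 bp for H3K27me3, 10.0 bp for H3K9me3, and -56 bp for IgG, whose pooled KO maximum lay at 121 bp, the lower limit. The median length of 140 to 220 bp gave 3.5 bp for H3K9me3. The share of fragments of 121 to 149 bp stayed within the replicate spread in 18 of 18 alternatives and kept the sign of its genotype difference in 14.

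The chromosome X share kept its sign in 21 of 28 alternatives and that of Y in 27 of 28. For H3K9me3 on X, KO minus WT was -1.33 points with every deposited fragment counted and 0.834 to 3.39 with a replicate left out. For IgG on X, it was -0.0697 with every deposited fragment, -0.353 for fragments over 149 bp, -0.120 with equal numbers of deposited fragments, and -0.065 to 0.376 with a replicate left out. On Y, equal numbers gave -0.0575 for H3K27me3 and -1.47 for IgG, and fragments over 149 bp gave -1.75 for IgG.

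The center-to-edge difference kept its sign in 20 of 27 alternatives. With midpoints in place of coverage it was 0.23 for H3K4me3, 0.15 for H3K27me3, and -0.042 for H3K9me3. With 1 set of nucleosomes called on all libraries it was -0.26 for H3K27me3 and -0.039 for H3K9me3, and with the WT set 0.10 and -0.013. H3K27me3 gave -0.095 with 5000 nucleosomes, 0.025 with at least 20 midpoints, and -0.10 to 0.026 with a replicate left out. H3K9me3 gave 0.27 with every deposited fragment counted. Enrichment at start sites stayed within the replicate spread in 18 of 18 alternatives, and the share of small fragments of 80 bp or less in 9 of 9. The quotient of shares in peaks did so in 29 of 30, and was 0.843 for H3K9me3 in WT with every deposited fragment counted.

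For coverage in bins, the linear scale gave an R2 of 0.971 for H3K4me3, 0.784 for H3K27me3, and 0.9995 for H3K9me3. Bins of 50 kb gave 0.806 for H3K4me3 and 0.959 for H3K9me3, and bins of 5 kb gave 0.541 for H3K4me3. With a replicate left out, the range was 0.412 to 0.488 for H3K4me3, 0.0895 to 0.562 for H3K27me3, and 0.713 to 0.804 for H3K9me3. In peaks, it was 0.727 to 0.887 for H3K4me3 and 0.855 to 0.882 for H3K9me3. For H3K27me3 peaks it was 0.626 to 0.947 with a replicate left out and 0.981 on the linear scale. Enriched 5-kb windows gave 0.576 for H3K27me3 and 0.844 for H3K9me3, and for H3K9me3 peaks every deposited fragment gave 0.934 and the linear scale 0.988. The R2 of per-peak changes between pairs was 0.00412 for H3K4me3, 0.00285 for H3K27me3, and 0.00608 for H3K9me3 with 10 small and 10 large fragments in every library. Without a pseudocount it was 0.000704 for H3K4me3. For H3K9me3 it was 0.000183 with every deposited fragment, 9.16e-05 in windows, and 6.10e-06 in all 10-kb bins.

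Limma-voom called 0 H3K4me3 peaks with different coverage in 10 of 11 alternatives, with 22 to 351 at an unadjusted p under 0.05, limma-trend included. For H3K27me3 the count of 1 became 0 with every deposited fragment (3 at an unadjusted p under 0.05), with scaling by the median ratio (241), with limma-trend (1), and in windows (3), and it was 3 to 3236 with a library left out (32 higher and 3204 lower without KO replicate 1, 1953 higher and 416 lower without KO replicate 2). For H3K9me3 the count of 0 became 1 with every deposited fragment, 4 with scaling by the median ratio (2 higher and 2 lower), and 0 to 8 with a library left out, where the 0 without WT replicate 1 had 28 at an unadjusted p under 0.05.

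Peaks with a change in small/large ratio of their own went from 1 to 2400 for H3K4me3 without centering, all higher in KO, against 1 lower with it, because the shift shared by all peaks is then included. Without centering, limma called 0 for H3K27me3 (339 at an unadjusted p under 0.05) and 0 for H3K9me3 (25). Without weights it called 0 for each mark (268, 103, and 1253). In windows it called 0 for H3K4me3 (880), 1 for H3K27me3, and 0 for H3K9me3 (607). With every deposited fragment it called 0 for H3K4me3 (313) and 1 for H3K27me3, and with at least 50 small and 50 large fragments it called 0 for H3K9me3 (283). With a library left out the counts were 0 to 2 for H3K4me3, 0 to 4 for H3K27me3, and 0 to 19 for H3K9me3, and each mark had 0 without KO replicate 2 (275, 370, and 1122) and without WT replicate 1 (202, 112, and 1034).

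With the sibling pair as a replicate block, limma-voom called 6 H3K4me3 peaks (all lower in KO), 0 H3K27me3 peaks (11 at an unadjusted p under 0.05), and 71 H3K9me3 peaks (41 higher and 30 lower) with different coverage. For the ratio, the block gave 1, 2, and 9 peaks and lost the call at Rbm20 (log2 change -1.10). The other 6 named peaks kept their call, and values without a fit across peaks have the same mean difference with it.

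The 7 named peaks kept their direction in 61 of 63 alternatives and their call in 26. Without WT replicate 1, the H3K9me3 peaks near Mdga2 and Gm5626 had changes of 0.054 and 0.021, and with any library left out they ranged from -1.39 to 0.054 and from -1.54 to 0.021. These fits ignored the pairs, which differed by -0.69 and -0.67 near Mdga2 and by -0.76 and -0.76 near Gm5626.

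Leaving out replicate 1 or 2 as a whole pair gave no limma counts, since 1 library against 1 has no spread to test. With 1 library left out, the lone library was assumed to vary like the other genotype. The smallest mark library, H3K27me3 of WT replicate 2, had 200457 fragments, and 125 H3K27me3 peaks had 10 small and 10 large fragments in every library. Simulated changes of 2 (log2) in the H3K9me3 ratio were found at 26.0% of changed peaks, so most changes of that size would be missed.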

Differences from the paper's values

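None of the values that the paper's supplements give for the same measures differed from those computed here by more than 1.5 times and by more than the replicate SD. This covers the ratios of small to large fragments, the shares of fragments in peaks, the numbers of peaks, the shares on chromosomes X and Y, and the modal lengths. Modal lengths of the mark libraries all lay between 169 and 187 bp, so the limit of 1.5 times is too wide to test them.

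The paper calls the ratio of small to large fragments statistically higher in KO, from a test in which fragments are the observations. With libraries as the observations, KO was higher in 6 of 6 comparisons of siblings, with log2 differences in pairs 1 and 2 of 0.79 and 0.97 for H3K4me3, 0.68 and 0.71 for H3K27me3, and 0.57 and 0.53 for H3K9me3. The exact permutation test, which ignores the pairs and cannot go below 0.333 here, gave p = 0.333 for H3K4me3 and p = 0.667 for the other 2 marks.

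The paper states that mono-nucleosomes with small footprints are absent in KO animals. Fragments of 121 to 149 bp were 5.98% ± 2.42 of H3K4me3 fragments in KO and 6.09% ± 1.74 in WT, 3.83% ± 3.06 and 3.39% ± 1.52 of H3K27me3 fragments, and 5.77% ± 2.33 and 6.01% ± 1.43 of H3K9me3 fragments (SD, n = 2). Fragments of 150 to 160 bp, a range chosen after seeing the values, were 6.18% and 7.02% of the H3K9me3 fragments over 149 bp in KO replicates 1 and 2, below the 9.96% and 8.27% in WT but not at 0.

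The paper calls the shares of small and large fragments in peaks similar. For H3K27me3, the share of small divided by that of large fragments was 0.674 in KO and 0.628 in WT. It was between 0.438 and 0.824 in single libraries.

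The paper calls fragment coverage almost identical between WT and KO throughout the genome. For H3K27me3, R2 over 10-kb bins was 0.401 on the log2 scale and 0.784 on the linear scale. Single libraries of the same genotype were no closer, with 0.204 between the KO and 0.195 between the WT replicates on the log2 scale. On the linear scale these were 0.527 and 0.662. The low value between KO and WT thus cannot be assigned to genotype. Over called H3K27me3 peaks, R2 between KO and WT was 0.827 and 0.981.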

Other observations

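The tests on duplicates, background, counting noise, and IgG modal length were set before their results were seen, and thinning to equal numbers of deposited fragments as a test on depth was chosen only after the result was seen.

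The KO library held more distinct fragments than its WT sibling in 8 of 8 comparisons, more deposited fragments in 6 of 8, and a lower share of duplicates in 5 of 8. Duplicates and sequencing depth do not account for the higher ratio of small to large fragments in KO, since the smallest of 12 differences between siblings was 0.40 (log2) with every deposited fragment counted or with equal numbers of deposited fragments. Background fragments do not account for it as a whole either, since among fragments in peaks the smallest of 6 differences was 0.66.

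Counting noise per peak predicts a low R2 between the pairs even where loci differ. Among the H3K4me3 peaks in the highest quartile of fragments, R2 was 0.00307, where simulated changes with an SD of 0.5 (log2) between loci gave 0.310, changes with an SD of 0.25 gave 0.0657, and none gave 0.000566. Smaller changes between loci stay open, because the simulated values depend on the assumed size.

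The modal length of IgG fragments was 3.5 bp longer in KO, with 7 bp in pair 1 and 0 bp in pair 2. In pair 1 the maxima lay at 184 bp in KO and 177 bp in WT. A general difference in digestion would lengthen the marks too. In that pair they differed by 9 bp for H3K9me3, 4 bp for H3K27me3, and 0 bp for H3K4me3. In pair 2 the IgG maximum lay at 121 bp in both genotypes, the lower limit of the range, so it is uninformative. The median length of 140 to 220 bp was 181 bp in both IgG libraries of pair 1. In pair 2 it was 179 bp in KO and 177 bp in WT. For H3K9me3 it was 183 and 178 bp in pair 1, and 180 and 178 bp in pair 2. By this measure IgG moved with H3K9me3 in pair 2 only, so a general difference in digestion stays open as a cause of longer mono-nucleosome fragments. No biological explanation was tested for this pattern.

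Median log2 changes in coverage per peak differed between chromosomes, at 0.088 on autosomes, -0.37 on X, and -0.50 on Y for H3K4me3, and at -0.23 on autosomes, 0.22 on X, and -0.11 on Y for H3K9me3. No peak on X or Y was called for H3K27me3.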
